# LRRN4 and UPK3B Are Markers of Primary Mesothelial Cells

**DOI:** 10.1371/journal.pone.0025391

**Published:** 2011-10-03

**Authors:** Mutsumi Kanamori-Katayama, Ai Kaiho, Yuri Ishizu, Yuko Okamura-Oho, Okio Hino, Masaaki Abe, Takumi Kishimoto, Hisahiko Sekihara, Yukio Nakamura, Harukazu Suzuki, Alistair R. R. Forrest, Yoshihide Hayashizaki

## Abstract

**Background:**

Mesothelioma is a highly malignant tumor that is primarily caused by occupational or environmental exposure to asbestos fibers. Despite worldwide restrictions on asbestos usage, further cases are expected as diagnosis is typically 20–40 years after exposure. Once diagnosed there is a very poor prognosis with a median survival rate of 9 months. Considering this the development of early pre clinical diagnostic markers may help improve clinical outcomes.

**Methodology:**

Microarray expression arrays on mesothelium and other tissues dissected from mice were used to identify candidate mesothelial lineage markers. Candidates were further tested by qRTPCR and in-situ hybridization across a mouse tissue panel. Two candidate biomarkers with the potential for secretion, uroplakin 3B (UPK3B), and leucine rich repeat neuronal 4 (LRRN4) and one commercialized mesothelioma marker, mesothelin (MSLN) were then chosen for validation across a panel of normal human primary cells, 16 established mesothelioma cell lines, 10 lung cancer lines, and a further set of 8 unrelated cancer cell lines.

**Conclusions:**

Within the primary cell panel, LRRN4 was only detected in primary mesothelial cells, but MSLN and UPK3B were also detected in other cell types. MSLN was detected in bronchial epithelial cells and alveolar epithelial cells and UPK3B was detected in retinal pigment epithelial cells and urothelial cells. Testing the cell line panel, MSLN was detected in 15 of the 16 mesothelioma cells lines, whereas LRRN4 was only detected in 8 and UPK3B in 6. Interestingly MSLN levels appear to be upregulated in the mesothelioma lines compared to the primary mesothelial cells, while LRRN4 and UPK3B, are either lost or down-regulated. Despite the higher fraction of mesothelioma lines positive for MSLN, it was also detected at high levels in 2 lung cancer lines and 3 other unrelated cancer lines derived from papillotubular adenocarcinoma, signet ring carcinoma and transitional cell carcinoma.

## Introduction

Mesothelioma is one of the most fatal and difficult to treat cancers in the world and in Japan the median survival rate from diagnosis is 9 months with 94% of patients not surviving at 3 years [1]. In recent years the incidence of diagnosed cases of mesothelioma in Japan has doubled from 500 cases in 1995 to 1068 in 2007. The majority of mesothelioma cases can be directly linked to asbestos exposure and is estimated to be responsible for at least 90% of all cases [2]. Asbestos has long been used for its insulating properties and was used for insulation around pipes, inside ceiling cavities, brake linings and compounded into asbestos composite sheeting for an inexpensive heat and fire resistant building material. In the 1960s it was recognized that occupational asbestos exposure was a strong risk factor for the development of mesothelioma [3], [4], [5]. At particular risk were asbestos mine workers at locations such as Wittenoom Western Australia [6] and Western Cape South Africa [5]. The realization that Asbestos exposure was responsible led to legislation in multiple countries which progressively reduced the use of asbestos and potential exposure and finally led to complete bans in 52 countries [7]. Despite this, the past large scale use of asbestos means that there is still a large amount of it in the general community that needs to be safely removed, with demolition workers likely to be at risk. The latent period between exposure and diagnosis is in the order of 20–40 years meaning that workers who were exposed a long time ago may still develop the disease [8]. Considering these two factors, the number of mesothelioma cases is likely to continue to rise at least for the next 20 years.

For definitive diagnosis, immunohistochemical staining of biopsy material for epithelial cell adhesion molecule (EPCAM) and Vimentin (VIM) have been used to discriminate mesothelioma from other lung cancers [9], [10], however more recently a microRNA based test with a higher accuracy has been developed and made available to doctors [11]. These are important for determining treatment however none of these are used for early detection. Recently a kit (MESOMARK [12], [13]) for detection of soluble mesothelin related peptides in patients' blood has made it to market. This ELISA based kit is currently the most specific and sensitive to market [14]. Mesothelin was originally identified as megakaryocyte potentiating factor (MPF), and later termed mesothelin when it was shown that an antibody against it reacted with ovarian cancers and malignant melanomas [15], [16] and as early as 1999 it was shown that mesothelin related peptides could be detected in the serum of ovarian cancer patients [17]. Mesothelin is produced as a transmembrane protein which is then cleaved to release (MPF). Considering the poor prognosis and the long latent period before diagnosis there is both a need for earlier diagnosis and a real opportunity to develop earlier tests (10–20 years window). In general earlier diagnosis means improved likelihood of survival [18].

With this in mind we set out to identify additional mesothelial lineage markers using a comparative functional genomics approach. Gene expression profiling of dissected mouse mesothelium and other tissues was used to identify candidate biomarkers enriched in mesothelium. We then went on to filter these lists by first focusing on candidate biomarkers that were likely to be secreted or transmembrane proteins and then validating the specificity of the markers by quantitative in-situ hybridization in mouse tissues and real time PCR (qRTPCR) across a panel of human cancer cell lines and normal lung cells and mesothelial cell RNAs.

## Materials and Methods

### Ethics Statement

All animal work was carried out according to institutional and national ethical guidelines, and approved by the Yokohama Animal Experiment Review Committee, Plan19-002. Similarly all human work was carried out according to institutional and national ethical guidelines. The human mesothelioma sample used in the immunohistochemistry was made available anonymously from the autopsy material collection at the Department of Pathology and Oncology, Juntendo University School of Medicine. The human primary mesothelial cells were purchased from Zenbio. The human primary cells were purchased from Zenbio, Sciencell, Cell Applications and Lonza.

### Animal and Tissue sources

The tissues of 7-week-old male mice on C57BL/6 backgrounds were used for RNA preparation and for ISH. For RNA preparation, mice were anesthetized, then sacrified, then their organs were removed or harvested and immediately washed with Phosphate-Buffered Saline (Invitrogen) and transferred into RNA later (Ambion). Two sets of mesothelial tissue were prepared from 200 mice. Peritoneal mesothelium was prepared as one source and pleural and pericardial mesothelium were pooled as the second source. Lung, liver, brain, heart, skeletal muscle, subcutaneous adipose, testis, bladder and kidney tissues were also dissected as required for RNA extraction.

For ISH, Mice were anesthetized with diethyl ether and transcardially perfused with PFA solution (4% paraformaldehyde, 4% sucrose in sodium phosphate buffer pH 7.5) and then with Bouin's solution (71% saturated picric acid [v/v], 24% formalin [v/v], and 5% acetic acid [v/v], adjusted to pH 4.0 with sodium hydroxide). The brains were then removed, fixed with original Bouin's solution for 3 days, and embedded in paraffin.

All procedures involving animals and their care were carried out in accordance with the directives of RIKEN's Institutional Animal Care and Use Committee.

### RNA extraction

Total RNA was purified using the RNeasy mini kit (Qiagen) and RNeasy Lipid Tissue Midi kit (Qiagen) according to manufacturer's instructions. The quality of the extracted RNA was confirmed with Agilent 2100 Bioanalyzer.

### Microarray

Five hundred nanogram of total RNA was amplified using the Illumina TotalPrep RNA Amprification Kit (Ambion), according to manufacturer's instructions. cRNA was hybridized to Illumina Mouse Sentrix-6 Expression BeadChip Ver.1, according to standard Illumina protocols. Chips scans were processed using Illumina BeadScan and BeadStudio software packages and summarized data was generated in BeadStudio (version 3.1). Data was quantile normalized using Lumi and B-statistics were calculated using Limma (both R packages in Bioconductor) [19], [20]. Meosthelial tissue gene expression was compared pairwise against each other tissue, and only genes where the B-statistic was greater than 0 for all cases and the average expression in the mesothelial tissue was greater than 2 fold for all other tissues was the expression considered mesotheial specific. All microarray data is MIAME compliant and the raw data has been deposited in a MIAME compliant database (GEO (ID pending)).

### qRTPCR

qRTPCR was carried out as described previously [21]. Primers used are listed in **Table S1**. Primers for human MSLN were from Jirsova et al [22], all other primers were designed in house.

### In situ hybridization (ISH)

ISH was carried out using PCR generated probes with FANTOM1 and FANTOM2 cDNA clones or genomic DNA as templates (**Table S2**). ISH was carried out as described previously [23].

### Human total RNA samples

Primary cells or RNA were purchased: Mesothelial cells– (Zenbio, Cat: F-MES-F), small airway epithelial cells (Lonza, Cat: CC-2547), lung fibroblasts (Cell applications, Cat: CA506-R10f), alveolar epithelial cells (Sciencell, Cat: SC3205), bronchial epithelial cells (Sciencell, Cat: SC3215), bronchial smooth muscle cells (Sciencell, Cat: SC3405), tracheal smooth muscle cells (Sciencell, Cat: SC3415), retinal pigment epithelial cells (Sciencell, Cat: SC6545) and urothelial cells (Sciencell, Cat: SC4325). The cell lines (ACC-MESO-1, ACC-MESO-4 [24], LC-1F, EBC-1, LU65, Lu99, PC-14, A549, Lu-134-A, LK-2, IA-5, T3M-10, HeLa, OS-RC-2, JMSU1, TGBC2TKB, TGBC18TKB, A431, Kato III and WERI-Rb-1) were provided by the RIKEN BRC through the National Bio-Resource Project of the MEXT, Japan. The additional mesothelioma cell lines were purchased from the American type culture collection (NCI-H28, NCI-H226, NCI-H2052, NCI-H2452 [25]) and the European Collection of Cell Cultures (Mero-14, Mero-25, Mero-41 [26], Mero-48a, Mero-82, Mero-83, Mero-84, Mero-95 [27], No36, ONE58 [28]). Total RNA was prepared using QIAGEN miRNeasy columns (Cat: 217004) according to the manufacturer's instructions. Adult lung RNA was purchased from Ambion (Cat: AM6000).

### Immunostaining

Antibodies against synthetic peptides from UPK3B, NKAIN4 and LRRN4 were ordered from IBM as a custom service. Immunostaining was carried out as described previously [29], [30].

## Results

### Identification of mesothelial markers in mouse

Two sources of mesothelial tissue were dissected from 7 week old C57/BL6 mice. Total RNA was extracted from peritoneal mesothelium and a pool of pleural and pericardial mesothelium. 

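Gene expression was measured in 8 mouse tissues on the Illumina Mouse Sentrix-6 BeadChip, with 3 arrays for each tissue and 24 arrays in all. The tissues were peritoneal mesothelium, a pool of pleural and pericardial mesothelium, adipose, bladder, heart, liver, lung and skeletal muscle. The authors summarized the beads in BeadStudio and deposited a signal intensity and a detection score for each of 46120 probes before normalization. Of these signals 36.0% were at or below 0, so background had already been subtracted. The score is the share of negative-control probes below the probe, and a probe was taken as detected on an array where 1 minus the score was under 0.01. Detected probes numbered 12470 to 13334 per array (median 12494) in peritoneal mesothelium and 12176 to 13441 (median 13335) in pleural and pericardial mesothelium. Their number was 11293 to 13087 (median 12181) in adipose, 11864 to 12530 (median 11942) in bladder and 10612 to 11322 (median 10884) in heart. It was 8862 to 9979 (median 9184) in liver, 12315 to 13380 (median 13234) in lung and 9365 to 10103 (median 9967) in skeletal muscle. In all, 15537 probes were detected on all 3 arrays of at least 1 tissue. The signals were made positive with the normexp step of limma (offset 16), quantile normalized over the 24 arrays and put on the log2 scale, which is the scale of all levels given with their SD. Arrays of the same tissue correlated with each other at 0.942 to 0.993. Where a probe was detected on no array of the other tissue, that tissue was set to the lowest normalized signal of any detected probe on each of its arrays (6.07 to 7.24 on the log2 scale, highest on a liver array), and the fold is given as at least that value. The paper states that the mesothelial tissue came from 200 mice and does not say whether each array holds a separate sample, so the p-values measure only the spread between these arrays, and 3 arrays per tissue limit the precision.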

Triplicate gene expression analysis was carried out using illumina microarrays on the mesothelium samples and unrelated tissue RNAs (adipose, bladder, heart, liver, lung, skeletal muscle). Data was normalized using the Lumi [19] package of bioconductor and differential gene expression between the mesothelium and other tissues was determined using B-statistics in the Limma [20] package. Peritoneal mesothelium or the pleural/pericardial pool was compared against each of the tissues separately. Only probes that showed significance (B-statistic >0 and at least 2 fold higher expression) in all comparisons (ie mesothelium vs heart, mesothelium vs liver etc.) were considered putative mesothelium specific markers. 

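In peritoneal mesothelium 319 probes passed against all 6 tissues, and in pleural and pericardial mesothelium 202 did. Bladder was the tissue closest in signal to peritoneal mesothelium for 106 of its probes, lung for 62, adipose for 61, heart for 44, skeletal muscle for 26 and liver for 20. The order was different for pleural and pericardial mesothelium, where heart was the closest tissue for 115 probes, adipose for 39, bladder for 18, lung for 15, liver for 8 and skeletal muscle for 7. When the 6 arrays of each pair of tissues were fitted on their own, 197 probes passed for peritoneal mesothelium and 80 for pleural and pericardial mesothelium.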

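Counted over both sources, 471 probes were enriched in at least 1 of them, and 439 of these were detected on all 3 arrays of that source. A gene name from Table S1 or Table S3 was at hand for 314 of these probes, and they carried 279 different gene names. Of these genes 46 had a probe enriched in both sources, 200 had a probe enriched only in peritoneal mesothelium and 36 had a probe enriched only in pleural and pericardial mesothelium, and a gene with probes in different classes was counted in each. A further 56 probes had no name and no immunoglobulin identifier. With a separate fit for each pair of tissues 253 probes were enriched in at least 1 source.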

460 probes (corresponding to 311 loci) passed this test as being over-expressed in at least one of the mesothelium sources compared to all the other tissues (**Table 1**, **Table S3**). 

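Rpp25, a subunit of ribonuclease P, was among the genes enriched in both mesothelium sources, at 10.1-fold over heart in peritoneal mesothelium (log2 difference 3.34, adjusted p = 4.81e-09 from limma) and 5.07-fold over heart in pleural and pericardial mesothelium (log2 difference 2.34, adjusted p = 1.17e-06 from limma). Cldn15, a claudin of tight junctions, was 9.16-fold and 5.94-fold higher than in heart with probe scl27110.7.1_2-S. Chst4, a sulfotransferase, was at least 5.84-fold higher in peritoneal mesothelium and at least 3.24-fold higher in pleural and pericardial mesothelium than in any of the 6 tissues. The galectin gene Lgals7 was 7.27-fold and 7.24-fold higher than in heart, and neither of its calls, nor the pleural and pericardial call of Chst4, was kept when each pair of tissues was fitted on its own. In all, 50 probes were enriched in both sources, of which 44 had the higher mean in peritoneal mesothelium. The median log2 difference between the sources over these probes was 0.74 (quartiles 0.28 and 1.35). Of the 50 probes 22 were higher in peritoneal mesothelium at an adjusted p under 0.05 from limma and 0 were higher in pleural and pericardial mesothelium (0 also at an unadjusted p under 0.05). Independent draws of the sizes of both lists would share 1.4 probes. Both lists were compared with the same arrays of the other tissues, so part of this excess may come from those shared arrays, and separate fits of each pair left 24 probes in both.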

Surprisingly only 48 of these were significant for both mesothelium sources. 

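Nkx2-3, a homeobox transcription factor, was at least 7.94-fold higher in peritoneal mesothelium (10.07 ± 0.29, SD, n = 3) than in the other tissues and was detected on no array of pleural and pericardial mesothelium. Svs5, which encodes a seminal vesicle secretory protein, was at least 15.1-fold higher in peritoneal mesothelium (11.00 ± 1.28, SD, n = 3). Serpina3b, a serine protease inhibitor, was at least 6.02-fold higher in pleural and pericardial mesothelium (9.68 ± 0.49, SD, n = 3) than in the other tissues and was detected on no peritoneal array. Gng13, a G protein gamma subunit, was at least 5.23-fold higher in pleural and pericardial mesothelium, and its signal there exceeded that in peritoneal mesothelium (log2 difference -1.38, standard error 0.29, adjusted p = 0.00535 from limma). In all, 269 probes were enriched only in peritoneal mesothelium and 152 only in pleural and pericardial mesothelium. When the sources were compared with each other by limma, 247 of the 269 probes differed at an adjusted p under 0.05 and 207 of them also had a B-statistic above 0 and a difference of at least 2 fold. Of the 152 probes 145 differed and 141 met all these limits. These probes were chosen on the same arrays for passing in 1 source only, so a difference between the sources is partly built in. By identifier, immunoglobulin probes made up 104 of the 152, and 115 were immunoglobulin by identifier or by the description in Table S3. Of the 48 probes without such an identifier 37 were higher in pleural and pericardial mesothelium in this comparison. The mean of pleural and pericardial mesothelium was above all 6 tissues for 169 of the 269 probes, and that of peritoneal mesothelium for 21 of the 152. Of 40 probes that were more than 10-fold higher in heart than in each of the other 5 tissues, 28 were higher in pleural and pericardial than in peritoneal mesothelium at an adjusted p under 0.05 from limma (median log2 difference of the 40 probes -1.60).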

223 were only over-expressed in the peritoneal mesothelium samples and 45 were only over-expressed in the pleural/pericardial mesothelium samples. Of the 48 genes whose expression was enriched in both mesothelial sources seven were previously associated with the mesothelial lineage or mesothelioma (Aldh1a2 [31], Crip1 [32], Has1 [33], Prrx2 [34], Upk3b [35], Wnt2b [36], and Wt1 [37]).

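Wt1, the Wilms tumor transcription factor, was 16.2-fold higher in peritoneal mesothelium (12.71 ± 0.11, SD, n = 3; adjusted p = 1.09e-08 from limma) and 5.97-fold higher in pleural and pericardial mesothelium (11.27 ± 0.37, SD, n = 3; adjusted p = 7.19e-06) than in heart, its closest tissue. Aldh1a2, an enzyme of retinoic acid synthesis, was at least 4.00-fold and at least 2.85-fold higher in these sources than in any of the 6 tissues. The LIM domain gene Crip1 was 5.37-fold and 2.88-fold higher than in adipose. Wnt2b, a Wnt ligand, was at least 10.8-fold higher in peritoneal mesothelium and at least 1.92-fold higher in pleural and pericardial mesothelium, with a log2 difference of 2.49 between the sources (standard error 0.24, adjusted p = 6.44e-07 from limma). Upk3b, a uroplakin of the urothelial surface, had 3 probes in Table S3. The probe scl27122.6_208-S was enriched in both sources, at least 2.74-fold in peritoneal mesothelium and at least 1.28-fold in pleural and pericardial mesothelium. The probe scl00100647.2_230-S was enriched in peritoneal mesothelium (14.44 ± 0.23, SD, n = 3), where it was 5.19-fold higher than in bladder, and was 2.16-fold higher than in bladder in pleural and pericardial mesothelium (13.18 ± 0.26, SD, n = 3), with a lowest B-statistic of -3.75. The probe scl0004102.1_5-S was likewise enriched in peritoneal mesothelium only, at 6.31-fold over bladder. Has1, a hyaluronan synthase, and Prrx2, a homeobox gene, passed in both sources. Has1 was detected on all 6 mesothelium arrays, and was at least 1.29-fold higher in pleural and pericardial mesothelium than in any of the 6 tissues. For Has1 in peritoneal mesothelium and for Prrx2 in both sources no fold is given, because their means lay under the detection limit of liver. Prrx2 was detected on all 3 peritoneal arrays and on 2 of 3 arrays of pleural and pericardial mesothelium. The call of Has1 in peritoneal mesothelium ended without peritoneal replicate 1 (B = -0.79), peritoneal replicate 2 (B = -0.23), bladder replicate 3 (B = -0.03), lung replicate 2 (B = -0.94) or lung replicate 3 (B = -0.94). In pleural and pericardial mesothelium the call of Prrx2 ended without replicate 1 of that source (smallest log2 difference 0.98) or without replicate 3 (0.97), and that of Wnt2b ended without replicate 2 (B = -0.26) or replicate 3 (B = -0.08). Separate fits of each pair of tissues ended the pleural and pericardial calls of Crip1, Wnt2b, Prrx2 and Has1 and the peritoneal calls of Has1 and of the Upk3b probe scl0004102.1_5-S. A shift of each array to a minimum of 1 in place of the normexp step ended the pleural and pericardial calls of the Upk3b probe scl27122.6_208-S (smallest log2 difference 0.96), Wnt2b and Prrx2 and the peritoneal calls of Has1 and Prrx2.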

**Table 1:** Mesothelium enriched genes identified by microarray analysis.

	Mesothelium enriched genes
Both sources	2010001M06Rik , 2010107G12Rik , 4930415N12Rik , 4930455G09Rik , A730017C20Rik , A730046J19Rik , Acot11 , **Aldh1a2** , Anxa9 , Aplp1 , Ccdc109b , Cdon , Celf4 , Chst4 , Cldn15 , **Crip1** , Cybrd1 , D930030F02Rik , Dcaf12l2 , Fam70a , Flrt2 , Gpm6a , **Has1** , Ildr2 , Isyna1 , Lgals7 , Lrrn4 , Nkain4 , Nxnl2 , Pkhd1l1 , **Prrx2** , Rpp25 , Rspo1 , Saa3 , Serpinb2 , Sez6l , Slitrk4 , Smpd3 , Spns3 , Sulf1 , Tmem114 , Tnfrsf11b , Trem2 , Tubb2b , **Upk3b** , Vit , **Wnt2b** , **Wt1**
Peritoneal only	1110012D08Rik , 1110064A23Rik , 1500015O10Rik , 1700023F06Rik , 2410039M03Rik , 2600006K01Rik , 2900073C17Rik , 4930533K18Rik , 5430435G22Rik , 5730409K12Rik , 6330406I15Rik , 7330423F06Rik , 9530077C05Rik , Abcg4 , Accn1 , Adamts19 , Adamts2 , Aebp1 , Agap1 , AI661453 , AI747448 , Ak5 , Alox15 , Anks6 , Anln , Arhgap29 , AY761184 , AY761185 , B3gnt9-ps , Bicc1 , C2 , C330020E22Rik , Cacna1g , Capn6 , Casp12 , Ccdc80 , Ccin , Ccrl1 , Cd109 , Cd34 , Cdh11 , Cdh3 , Cercam , Cgnl1 , Chrd , Clca6 , Clec11a , Clec4d , Clps , Col6a1 , Col6a2 , Col6a5 , Colec12 , Cox6b2 , Cplx2 , Cpt1c , Cpz , Crb2 , Creb3l1 , Csrp2 , Dbn1 , Dcn , Ddr1 , Defa17 , Defa20 , Defa22 , Defa23 , Defa3 , Defa5 , Defa6 , Defa-rs1 , Dgkb , Dhrs9 , Disp1 , Dlc1 , Dlk1 , Dmrt3 , Doc2b , E330013P04Rik , Ecm1 , Efemp1 , Emilin2 , Eno2 , Enox1 , Enpp2 , Ephb6 , Espn , Etv1 , Fam114a1 , Fam180a , Fam184a , Fbln2 , Fbn1 , Fez1 , Fgf1 , Fgf18 , Fgf5 , Fgf9 , Fkbp10 , Fkbp14 , Fkbp9 , Flrt1 , Fosb , Gabrb1 , Gabrq , Galns , Galntl2 , Garnl3 , Gas6 , Ghrh , Gjb3 , Glb1l , Glt8d2 , Gm12680 , Gng4 , Gpr85 , Gria3 , Guca1a , Gxylt2 , Hif3a , Htra1 , Ifitm1 , Igfbp6 , Ikbip , Il31ra , Il7 , Ildr2 , Isl1 , Islr , Itln1 , Kcnab1 , Kcnip3 , Kirrel , Krt76 , Lamc3 , Leprel2 , Lgals1 , Lgals2 , Loxl1 , Loxl2 , Lrpap1 , Ltbp3 , Man2b2 , Mapk4 , Mdk , Mfap5 , Miat , Mmp16 , Mmp23 , Mmp24 , **Msln** , Mtmr11 , Muc13 , Muc16 , Muc2 , Nbl1 , Ndrg1 , Neo1 , Nfkbiz , Nid2 , Ninl , Nkx2-3 , Nlgn1 , Nrxn2 , Nxph1 , Oasl2 , Olfml2b , Olfr1036 , Pcolce , Penk , Piwil2 , Plat , Plekha4 , Prg4 , Ptgis , Rassf2 , Rcn3 , Reg3b , Rnf112 , Rtn1 , Scg5 , Scrn1 , Selp , Selv , Sema5a , Serpinh1 , Sertad4 , Sfxn3 , Sgsm2 , Slc1a7 , Slc23a3 , Smpd3 , Smpdl3b , Snord123 , Sorcs1 , Sox8 , Spink3 , Ssbp3 , Stag3 , Steap2 , Stra6 , Sulf1 , Sv2a , Svs5 , Tmem119 , Tmem151a , Tmem98 , Tnxb , Trim9 , Tro , Ttll12 , Ttyh1 , Tulp2 , **Upk3b** , Vasn , Vat1l , Vmn2r26 , Wasf1 , Wnt6 , Zbtb7c , Zbtb8a , Zfp185 , Zg16
Pleural + pericardial only	1190002F15Rik , 2810417H13Rik , A530032D15Rik , A530050N04Rik , AB124611 , AI324046 , Aurkb , B230209E15Rik , Bfsp2 , Btg3 , Calcb , Csprs , Cxcl13 , Cybrd1 , Dntt , Expi , Fcna , Gng13 , Gpr176 , Hist1h2an , Igfbp5 , Kif22 , Oosp1 , Plac1l , Prss16 , Rag1 , Rilpl2 , Sdc3 , Sema3d , Serpina3b , Slc2a6 , Spo11 , Stac2 , Tbata , Tm4sf5 , Tnfrsf17 , Uhrf1 , Xpnpep2 , Zbtb32

Note: Gene names in bold have been previously associated with mesothelioma or the mesothelial lineage.

Interestingly Msln a previously reported marker of the mesothelial lineage was only found to be significantly more highly expressed in the peritoneal mesothelium and not in the pleural and pericardial sample. 

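Msln, which encodes the cell surface glycoprotein mesothelin, had a log2 signal of 11.92 ± 0.08 (SD, n = 3) in peritoneal mesothelium and 10.79 ± 0.08 (SD, n = 3) in pleural and pericardial mesothelium. Lung was the closest tissue for both sources, at 9.13 ± 1.04 (SD, n = 3). In peritoneal mesothelium Msln was 6.94-fold higher than in lung (log2 difference 2.79, standard error 0.39, adjusted p = 2.29e-05 from limma), with a lowest B-statistic of 5.46. In pleural and pericardial mesothelium it was 3.15-fold higher than in lung (log2 difference 1.66, standard error 0.39, adjusted p = 0.00498 from limma), with a lowest B-statistic of -0.85. Compared with each other, the sources differed in Msln by 1.14 on the log2 scale (standard error 0.39, adjusted p = 0.117 from limma), which did not pass the test. Without lung replicate 1 the log2 difference in pleural and pericardial mesothelium was 1.85 with a lowest B-statistic of 3.69, and Msln passed in that source too. It also passed there with an adjusted p under 0.05 in place of the B-statistic and when each array was shifted to a minimum of 1 in place of the normexp step, and its peritoneal call ended when each pair of tissues was fitted on its own.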

For the genes enriched in only one type of mesothelium we found separate classes of genes involved in immune response. In the peritoneal only list, CD34 was 4 fold higher expressed than in other tissues, and eight of the known defensins were also enriched (11–200 times that of any other tissue). However in the pleural + pericardial mesothelium there was enrichment for immunoglobulin heavy and light chains (2.3–76 times that of any other tissue) suggesting possible B or plasma cell contamination. This suggests different sets of hematopoietic cells are associating with the mesothelium from different locations.

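Cd34, a glycoprotein of hematopoietic progenitors and endothelium, was 3.50-fold higher in peritoneal mesothelium (11.78 ± 0.23, SD, n = 3) than in adipose, its closest tissue (log2 difference 1.81, standard error 0.25, adjusted p = 3.68e-05 from limma). In pleural and pericardial mesothelium (10.96 ± 0.24, SD, n = 3) it was 1.98-fold higher than in adipose. The difference of Cd34 between the sources was 0.82 on the log2 scale (adjusted p = 0.0622 from limma, and 0.032 with the replicate number as a block). The α-defensins are antimicrobial peptides of intestinal Paneth cells, and 15 probes of 8 Defa loci were all enriched only in peritoneal mesothelium. Of these probes 14 were detected on all 3 peritoneal arrays, and none was detected on an array of pleural and pericardial mesothelium. They were at least 2.24-fold to at least 42.1-fold higher in peritoneal mesothelium than in any of the 6 tissues, apart from 1 Defa23 probe (scl0013233.1_27-S), for which no fold is given because its mean lay under the detection limit of liver. Defa6 (probe GI_13937346-S) had the highest of these limits, with a log2 signal of 12.48 ± 1.54 (SD, n = 3). The signal of Defa6 was 13.40, 13.33 and 10.71 on the 3 peritoneal arrays, while that of Wt1 was 12.79, 12.75 and 12.58. Genes of other organs differed between the same arrays, such as the intestinal gene Zg16 at 12.08, 10.12 and 8.26 and Spink3, a trypsin inhibitor of the pancreas, at 11.57, 9.15 and 6.64. Separate fits of each pair of tissues ended the call of Cd34 and those of 9 of the 15 Defa probes, Zg16, Spink3, Clps, Reg3b, Muc2, Muc13 and AY761184, and kept those of Defa3, Defa20 and 3 of 4 Defa6 probes. The call of Cd34 also ended without peritoneal replicates 1 and 2. Calls that ended without 1 array were that of the same Defa23 probe (any array but peritoneal replicate 3, lowest B = -1.38), that of Reg3b (any of the 21 arrays of other tissues or pleural and pericardial mesothelium, lowest B = -1.52), that of Muc13, a mucin of the intestine (any array but peritoneal replicate 3 and lung replicate 1, lowest B = -1.56), that of AY761184, also on the α-defensin list (16 arrays, among them peritoneal replicates 1 and 2 and all arrays of heart, liver and skeletal muscle, lowest B = -1.48), that of Spink3 (liver replicate 3, B = -0.13) and that of Clps, at B = -0.66, -0.37, -0.19 and -0.59 without peritoneal replicate 1, peritoneal replicate 2, lung replicate 1 and lung replicate 3.

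**Figure D1:**
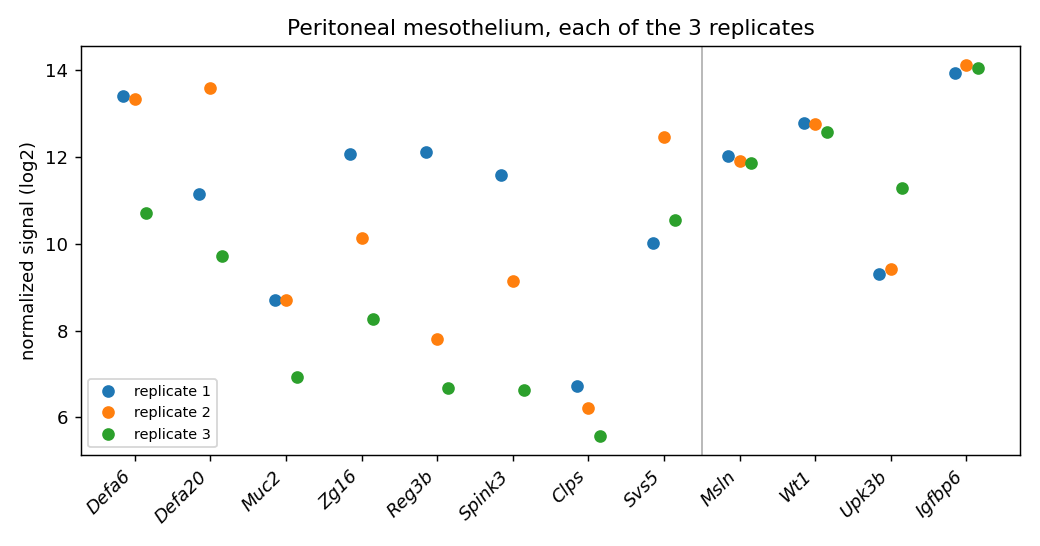
Log2 normalized signal (vertical axis) of intestinal, pancreatic and seminal vesicle genes (Defa6 to Svs5) and of mesothelial genes (Msln, Wt1, Upk3b with probe scl0004102.1_5-S, and Igfbp6; horizontal axis) on the 3 peritoneal mesothelium arrays, with 1 point per array. Svs5 lies at 10.01, 12.45 and 10.54, and Igfbp6 at 13.93, 14.13 and 14.05.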

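Of 300 probes whose identifiers name an immunoglobulin gene, 104 were enriched in pleural and pericardial mesothelium and 0 in peritoneal mesothelium by limma (0 also at an unadjusted p under 0.05 in every comparison). Heavy chain genes had 52 of the 104 probes, kappa light chain genes 51 and lambda light chain genes 1. Their folds over the closest tissue ran from at least 1.10 to 18.4, where 55 of them are limits set by the detection floor and for 12 probes no fold over that floor can be given. The highest fold was that of the kappa variable gene IGKV12-89. The mean over the 300 probes was 7.42 ± 0.26 (SD, n = 3) in pleural and pericardial mesothelium, 6.11 ± 0.30 (SD, n = 3) in heart and 5.47 ± 0.05 (SD, n = 3) in peritoneal mesothelium. When the sources were compared with each other, 165 of the probes were higher in pleural and pericardial mesothelium at an adjusted p under 0.05 from limma (177 when adjusted over the list alone) and 0 were higher in peritoneal mesothelium (0 also unadjusted). The median log2 difference of the 300 probes was -1.14 (quartiles -3.64 and -0.04), and limma's camera test of the set against all other probes gave an adjusted p of 4.18e-76 with a preset correlation and 2.38e-05 with an estimated correlation.

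**Figure D2:**
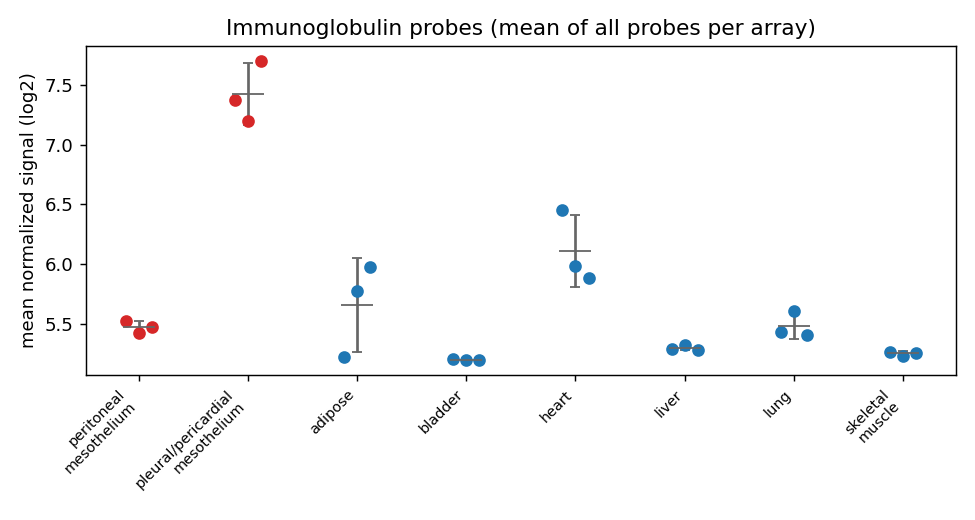
Mean log2 normalized signal of 300 immunoglobulin probes (vertical axis) in the 8 tissues (horizontal axis), with 1 point per array, a horizontal line for the mean of the 3 arrays and bars for their SD. The arrays of pleural and pericardial mesothelium lie at 7.37, 7.19 and 7.70, above those of every other tissue, the highest of which is 6.45 in heart.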

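Tbata, which is known from thymic epithelium, was enriched in pleural and pericardial mesothelium, with a log2 signal of 10.28 ± 1.12 (SD, n = 3), at least 9.17-fold over any of the 6 tissues, and it was not detected in peritoneal mesothelium. Rag1, a recombinase of developing lymphocytes, was at least 3.31-fold higher there (8.81 ± 1.28, SD, n = 3), and Tnfrsf17, a receptor of plasma cells, was at least 2.90-fold higher (8.62 ± 0.31, SD, n = 3). Of 52 probes of T cell receptor genes 0 were enriched in either source, and 8 were higher in pleural and pericardial than in peritoneal mesothelium at an adjusted p under 0.05 from limma (11 when adjusted over the list alone), and all 8 belong to the 22 probes of the beta chain. As a set these 52 probes had a median log2 difference of -0.10 and an adjusted p of 3.78e-05 by camera, or adjusted p = 0.073 with an estimated correlation. Trem2, a receptor of macrophages, was enriched in both sources and was 4.21-fold higher in peritoneal than in pleural and pericardial mesothelium (log2 difference 2.07, standard error 0.23, adjusted p = 3.85e-06 from limma). All of these named genes are genes of Table S3, which the study chose on the same arrays. The pleural and pericardial calls of Rag1 and Tnfrsf17 ended when each pair of tissues was fitted on its own. From Cd34 and the defensins in the peritoneal list and the immunoglobulin chains in the pleural and pericardial list, the paper proposes that mesothelium of different locations is associated with different hematopoietic cells.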

To further investigate the gene sets we carried out gene ontology analysis using the GOstat tool [38]. 

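Collagen VI and other matrix genes were among the genes enriched only in peritoneal mesothelium. Col6a2 was 3.42-fold higher in peritoneal mesothelium than in adipose, its closest tissue, and its log2 signal was 10.86 ± 0.37 (SD, n = 3), against 8.42 ± 0.42 (SD, n = 3) in pleural and pericardial mesothelium. Col6a1 (probe scl012833.1_126-S) was 2.61-fold higher in peritoneal mesothelium than in lung, and Tnxb, which encodes tenascin X, was 2.62-fold higher than in adipose. Dcn, the proteoglycan decorin, was 2.60-fold higher than in bladder, and fell under the 2 fold limit when the arrays were centred on their medians (0.97 on the log2 scale), as did Serpinh1 (0.94), which left 9 matrix genes with a peritoneal call. Of 12 matrix and fibroblast genes that could be followed by name, 11 were enriched only in peritoneal mesothelium, the exception being Fbn1, and 10 were higher there than in pleural and pericardial mesothelium by at least 2 fold at an adjusted p under 0.05 from limma (10 also when adjusted over the list alone). Against 197 of all 311 named genes in that class, with 1 probe per gene, this is an odds ratio of 6.66 (Fisher's exact test, two-sided, p = 0.062). The 311 genes are those of Table S3, which the study chose on these arrays, so neither count is independent evidence of a direction. Some members of the gene lists had also been seen in Table S3 when the lists were written. Separate fits of each pair of tissues left a peritoneal call for 5 of the 11 genes, and ended those of Dcn, Loxl1, Loxl2, Mfap5, Pcolce and Serpinh1. Calls also ended without 1 array for Loxl2 (peritoneal replicate 2, B = -0.33, or bladder replicate 3, B = -0.41), for Mfap5 (peritoneal replicate 3, B = -0.08) and for Pcolce, at B = -1.12, -1.45, -0.61 and -1.67 without peritoneal replicate 1, peritoneal replicate 3, lung replicate 2 and lung replicate 3. Another Col6a1 probe (scl37796.6_295-S) lost its peritoneal call with separate fits of each pair. It also lost that call without peritoneal replicate 3 (B = -0.58) or adipose replicate 2 (B = -0.49). The call of the Loxl1 probe scl35774.7_2-S ended without peritoneal replicate 1 (smallest log2 difference 0.81).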

There was no gene ontology enrichment for the genes highly expressed in the pleural/pericardial mesothelium, but the list of genes expressed in both mesothelial tissues and the peritoneal only samples were enriched for genes involved in cell adhesion and extracellular space. The peritoneal set was also enriched for genes involved in developmental processes and multicellularity (**Table S4**).

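Ligands and receptors with roles in development were named in both classes of genes. Rspo1, a secreted activator of Wnt signaling, was enriched in both sources and was at least 3.65-fold higher in peritoneal mesothelium (8.95 ± 0.30, SD, n = 3) than in the other tissues. In pleural and pericardial mesothelium (7.00 ± 0.16, SD, n = 3) Rspo1 was detected on all 3 arrays, but its mean lay under the detection limit of liver, so no fold is given there. Stra6, a receptor for retinol binding protein, was at least 1.66-fold higher in peritoneal mesothelium (7.82 ± 0.47, SD, n = 3) and was detected on no array of pleural and pericardial mesothelium. Of 3 genes for Wnt ligands and R-spondins that could be followed by name, 2 were enriched in both sources and 1 only in peritoneal mesothelium. The pleural and pericardial call of Rspo1 ended with separate fits of each pair of tissues and with a shift of each array to a minimum of 1 in place of the normexp step, at a smallest log2 difference of 0.79.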

### qRTPCR testing of candidate markers in selected mouse tissues

To further focus on biomarkers of mesothelium we chose a set of 36 candidates for further confirmation by qRTPCR which were likely to be secreted, transmembrane proteins or novel. This included 11 of the genes enriched in both mesothelium sources, 20 genes only enriched in peritoneal mesothelium and 5 genes only enriched in the pleural and pericardial mesothelium (**Table S1**).

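By the probe that Table S1 lists for each gene, 11 of the 36 candidates were enriched in both sources on the arrays, 20 only in peritoneal mesothelium and 5 only in pleural and pericardial mesothelium, and 34 of the 36 were in the class that Table S1 gives them. Upk3b is 1 of the 20 by its listed probe and has another probe enriched in both sources, so 12 candidates had such a probe. With separate fits of each pair of tissues these classes held 5, 22 and 3 candidates, 6 were not enriched, and 24 were in the class of Table S1. Under the other settings chosen beforehand 28 to 35 candidates were in the class of Table S1. Across the 36 genes the log2 difference between the sources on the arrays was compared with the CT difference between the sources in Table S1, which lists 1 CT value per tissue. Pearson's r was 0.936 and Spearman's rho was 0.816 (permutation test, two-sided, p = 1e-05 for each, the smallest that 100000 permutations can give). Without Tbata and Cxcl13, the genes farthest from the median on the arrays, r was 0.857 and rho was 0.782. The direction was the same for 29 candidates and opposite for 7, and all 7 were higher in peritoneal mesothelium on the arrays and lower there by CT. The CT values were used as listed, with no reference gene, so an offset between the RNA samples would move all genes alike and could give some of these 7 opposite directions. It cannot account for all 7 alone. An offset that turned Flrt1 (CT difference -1.96, pleural and pericardial minus peritoneal) would also turn Sdc3 (-1.63), which has the same direction on the arrays (-0.43). These correlations are across genes, which are not independent replicates.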

The mesothelium specific expression of the 36 candidate biomarkers was then tested by qRTPCR across a broader selection of tissue RNAs (pleural + pericardial mesothelium, peritoneal mesothelium, lung, adipose, heart, liver, brain, kidney, thymus, spleen, intestine, testis) and 14 candidates that were still shown to be meosthelial specific were further tested against an additional 5 other tissues (bladder, skeletal muscle, colon, uterus, ovary) and also against mesothelium from female mice to confirm there were no sex specific differences. This secondary screening reduced the number of candidates to 13, (including 4 of the original identified in both tissues and 9 identified in peritoneal only). The top 10 most mesothelial specific of these were then chosen for further screening by in-situ hybridization.

### In-situ hybridization of 10 candidate biomarkers

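Igfbp6, a secreted protein that binds insulin-like growth factors, had a log2 signal of 14.04 ± 0.10 (SD, n = 3) in peritoneal mesothelium and 11.73 ± 0.22 (SD, n = 3) in pleural and pericardial mesothelium. It was 10.0-fold higher than in bladder in peritoneal mesothelium (adjusted p = 4.08e-09 from limma) and 2.02-fold higher than in bladder in pleural and pericardial mesothelium, with a lowest B-statistic of -1.39 there. The sources differed by 2.31 on the log2 scale (standard error 0.25, adjusted p = 3.34e-06 from limma). Ptgis, the synthase of prostacyclin, was 3.48-fold higher in peritoneal mesothelium than in bladder (adjusted p = 2.02e-06 from limma) and 1.27-fold higher in pleural and pericardial mesothelium. Its difference between the sources was 1.45 on the log2 scale (standard error 0.21, adjusted p = 1.04e-04 from limma).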

Of the 10 candidate biomarkers identified in the study, several have previously been associated with the mesothelial lineage or mesothelioma, these include the prototype mesothelial lineage marker mesothelin (Msln)[15] and others such as uroplakin 3B(Upk3b) [35], prostaglandin I2 (prostacyclin) synthase (Ptgis) [39] and insulin-like growth factor binding protein 6 (Igfbp6) [40]. The remaining six, leucine rich repeat neuronal 4(Lrrn4), Na+/K+ transporting ATPase interacting 4(Nkain4), proteoglycan 4(Prg4), matrix metallopeptidase 23(Mmp23), family with sequence similarity 180, member A (Fam180a), selectin P(Selp) have not been previously associated with the mesothelial lineage. 

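Lrrn4, which encodes a leucine rich repeat protein, had a log2 signal of 10.75 ± 0.22 (SD, n = 3) in peritoneal mesothelium and 9.43 ± 0.42 (SD, n = 3) in pleural and pericardial mesothelium. It was at least 12.7-fold and at least 5.07-fold higher in these sources than in any of the 6 tissues, where it was detected on 2 of 3 arrays of heart and on 1 of 3 arrays each of bladder and lung. These limits and their adjusted p-values (1.84e-09 and 1.03e-07 from limma) come from liver, where Lrrn4 was not detected. The p-values are not those of the smallest measured difference, which was 2.92 on the log2 scale in pleural and pericardial mesothelium. The sources differed in Lrrn4 by 1.32 on the log2 scale (adjusted p = 0.0971 from limma), which did not pass the test. The spread in this test is also that of all 8 tissues. Nkain4 was 7.34-fold higher in peritoneal mesothelium (10.62 ± 0.19, SD, n = 3) and 4.73-fold higher in pleural and pericardial mesothelium (9.98 ± 0.19, SD, n = 3) than in bladder. Fam180a was 9.85-fold and 3.39-fold higher than in bladder in these sources, and passed in both. Prg4, the lubricating proteoglycan 4, was enriched in peritoneal mesothelium only, at 5.08-fold over liver, as were Mmp23, a metalloproteinase, at 3.27-fold over bladder and Selp, the adhesion receptor P-selectin, at 5.83-fold over bladder. Prg4, Mmp23 and Selp were higher in peritoneal than in pleural and pericardial mesothelium, with log2 differences of 1.92, 1.01 and 1.58 (adjusted p = 6.55e-05, 0.00445 and 0.0311 from limma). The Fam180a call in pleural and pericardial mesothelium ended without replicate 1 of that source (B = -0.15), its replicate 2 (B = -0.44), bladder replicate 1 (B = -0.55) or bladder replicate 2 (B = -0.29), and with the authors' processed values. Separate fits of each pair of tissues ended the call of Selp and that of Lrrn4 in pleural and pericardial mesothelium.

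**Figure D3:**
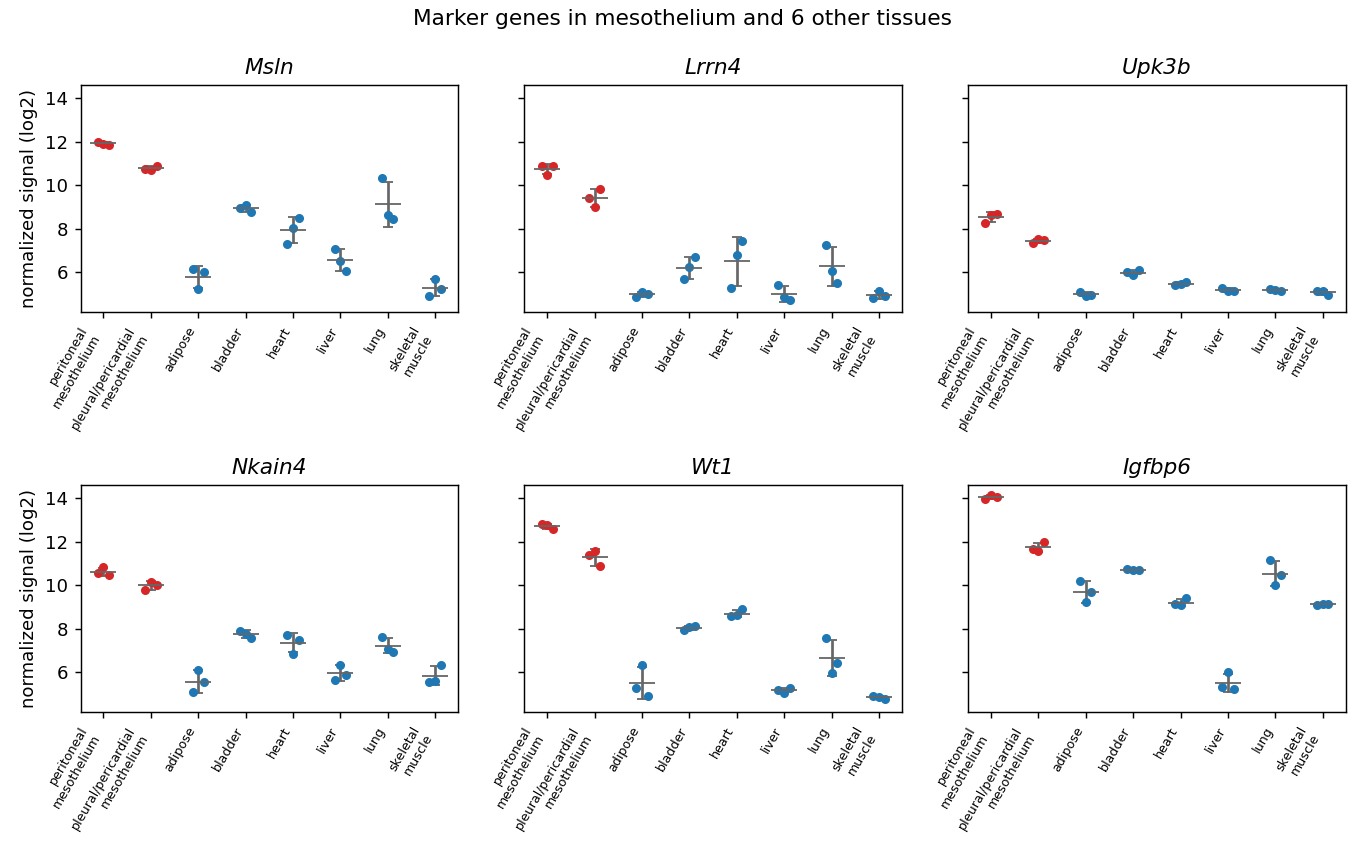
Log2 normalized signal (vertical axis) of Msln, Lrrn4, Upk3b (probe scl27122.6_208-S), Nkain4, Wt1 and Igfbp6 in the 8 tissues (horizontal axis), with 1 point per array, a horizontal line for the mean of the 3 arrays and bars for their SD. The mean of Wt1 is 12.71 in peritoneal mesothelium and 11.27 in pleural and pericardial mesothelium, and that of Msln is 9.13 in lung, where the 3 arrays spread with an SD of 1.04.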

Although Prg4 specifically has not been previously associated with the mesothelial lineage, these cells are known to produce proteoglycans to facilitate lubrication within the peritoneum [41].

In-situ hybridization was carried out across a selection of mouse tissues including lung and heart (both with mesothelium intact), liver, kidney, spleen, intestine, testis and thymus. For the previously reported markers Msln, Upk3b, Ptgis and Igfbp6 mesothelial staining was observed. In addition two of the novel markers, Nkain4 and Lrrn4 showed mesothelial staining (**Figure 1**, **Figure S1**).

**Figure 1:**
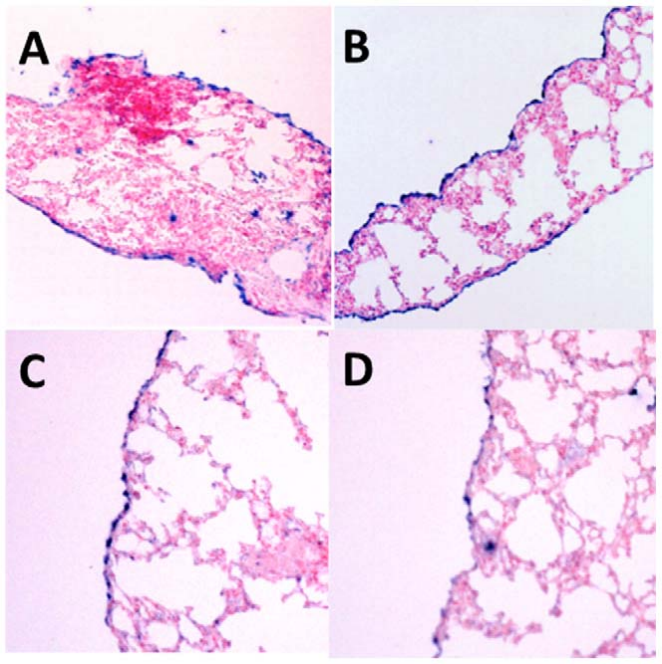
In-situ hybridization images of mouse lung tissue with pleural mesothelium intact stained for A) mesothelin, B) uroplakin 3b, C) leucine rich repeat neuronal 4 and D) Na+/K+ transporting ATPase interacting 4. Note the mesothelial staining in blue.

### LRRN4 is a novel human mesothelial lineage marker

To confirm the specificity of these markers in human mesothelium and mesothelioma we designed primers against human MSLN, UPK3B, NKAIN4 and LRRN4 (**Table S1**) and tested their specificity by qRTPCR against a panel of 45 human total RNAs. The panel was selected to contain normal lung tissue, primary cells of the lung including a range of epithelial cells, smooth muscle cells and fibroblasts, primary mesothelial cells from 2 donors, 16 mesothelioma cell lines, 10 lung cancer cell lines and 8 unrelated cancer cell lines. Primary retinal pigment epithelial cells and urothelial cells were also included as unrelated epithelial cells.

First considering the primary cells, MSLN, LRRN4 and UPK3B were detected in the primary mesothelial cells, however LRRN4 showed the greatest specificity and was only detected in primary mesothelial cells. MSLN and UPK3B however were less specific and were detected in bronchial epithelial cells and alveolar epithelial cells or retinal pigment epithelial cells and urothelial cells, respectively (**Fig. 2**).

**Figure 2:**
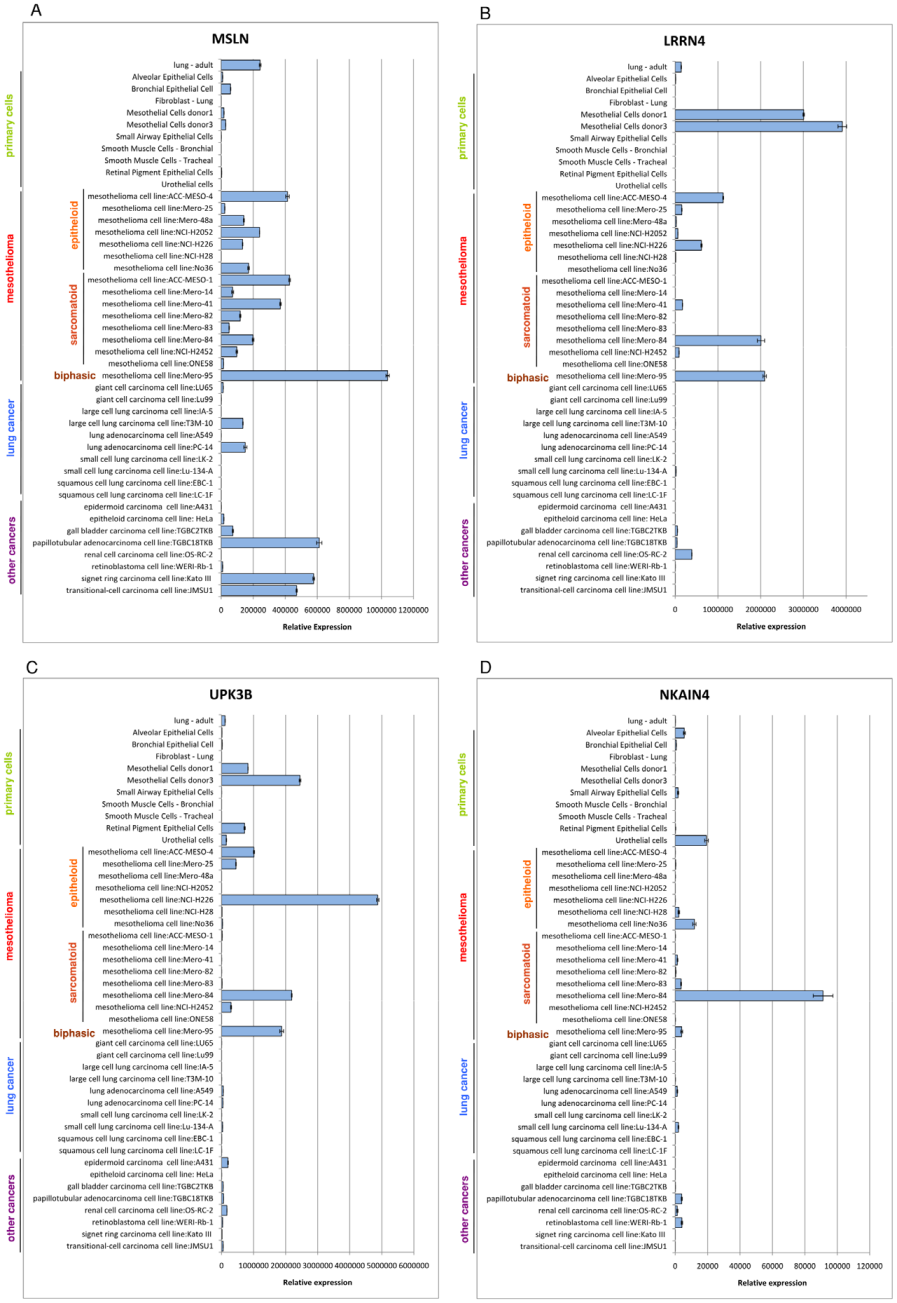
Expression of A) MSLN, B) LRRN4, C) UPK3B, D) NKAIN4 across a panel of primary human cell types and cancer cell lines measured by qRTPCR.

Despite this, testing the cell line panel revealed that MSLN still appears to be a better marker of mesothelioma than LRRN4 and UPK3B. MSLN was detected in 15 of the 16 mesothelioma lines tested and for 13 of these the expression level was higher than that of the primary mesothelial cells. In the case of LRRN4 and UPK3B the expression was only detected in 8 or 6 of the tested lines suggesting these markers are down-regulated or lost in cancer.

Despite the higher fraction of mesothelioma lines positive for MSLN, it does not appear to be a completely mesothelioma specific marker as it was strongly expressed in the large cell lung carcinoma cell line T3M-10 and moderately expressed in the lung adenocarcinoma line PC-14. Surprisingly MSLN was also detected at high levels in the duodenal papillotubular adenocarcinoma cell line TGBC18TKB and at moderate levels in the gastric signet ring carcinoma line Kato III, bladder transitional cell carcinoma line JMSU1, gall bladder carcinoma line TGBC2TKB and even weakly in the ovarian epitheloid line HeLa (**Fig. 2**).

Finally at this stage of the screening NKAIN4 failed to validate as a marker of human mesothelium or mesothelioma, it was most highly expressed in primary urothelial cells and amongst the lung associated cell types it was much more highly expressed in alveolar and small airway epithelial cells than mesothelial cells (**Fig. 2**).

### Immunostaining of mesothelial biomarkers in human mesothelioma

With the aim of developing these biomarkers for diagnostic testing in the future we set out to generate antibodies against UPK3B, and LRRN4. Three synthetic peptides were generated for each of the three proteins and antibodies raised in Rabbits (**Figure S2**). The best antibody for each protein was then chosen for further testing. Immunohistochemistry staining of a human epithelial mesothelioma sample was then carried out using these antibodies and a positive control against MSLN [29], [30]. Mesothelial specific signal was observed for all three antibodies, with a pattern similar to that of the MSLN positive control (**Fig 3**). Cell surface staining was observed for MSLN, LRRN4 and UPK3B.

**Figure 3:**
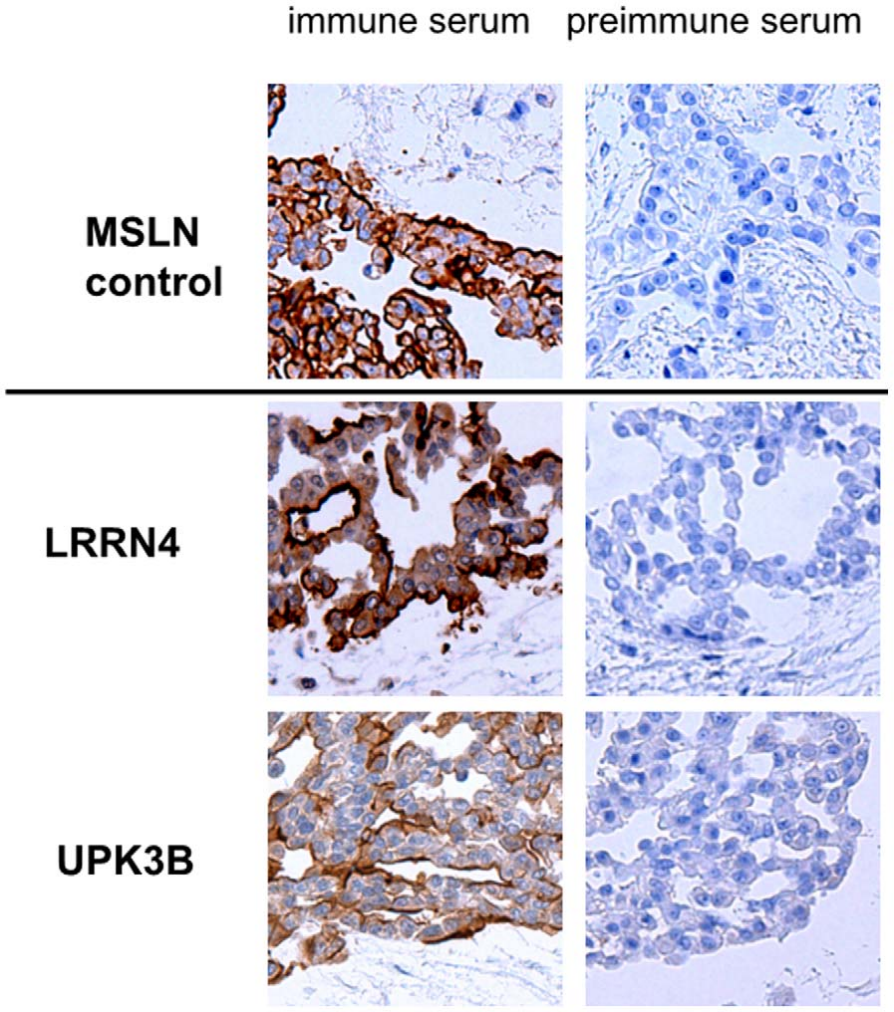
Immunohistochemisty of a human epithelial mesothelioma stained with antibodies against MSLN, LRRN4, UPK3B.

## Discussion

We have described a comparative functional genomics screen to identify novel markers of the mesothelial lineage with potential for secretion. From this screen we identified several putative biomarkers and went on to generate antibodies against LRRN4, and UPK3B. In terms of specificity, LRRN4 appears to be the most specific marker of the mesothelial lineage, however when tested across a panel of 16 mesothelioma cell lines is only detected in 8, and down-regulated in the remaining 8 suggesting it may be lost during tumor progression (or adaptation to cell culture). We show that Mesothelin is detected in 15 of 16 cell lines and is upregulated relative to primary mesothelial cells in 13.

Interestingly qRTPCR across a panel of human RNAs demonstrated that MSLN is not restricted to mesothelium or mesothelioma. In normal primary lung associated cells MLSN is detected at a higher level in bronchial epithelial cells than mesothelial cells. In tumor cell lines, expression was detected in mesothelioma cell lines, but was also expressed at similar levels in a large cell lung carcinoma, duodenal papillotubular adenocarcinoma, signet ring carcinoma, transitional cell carcinoma and gall bladder carcinoma. Weak expression in HeLa cells was also observed, which is consistent with a list of biomarkers reported as upregulated in cervical cancer [42]. MSLN is also upregulated in other cancers including ovarian cancer, and pancreatic ductal adenocarcinoma [43] and in its original description, soluble mesothelin was found to be a serum marker for ovarian cancer [17]. This has implications for the MESOMARK [12], [13] kit for detection of soluble mesothelin as other tumor types including some lung cancers with similar presentations may produce soluble mesothelin.

Regarding the other two markers. UPK3B has been reported previously as a marker of the mesothelial lineage [35]. However as its name suggests it is also expressed in urothelial cells and we also find strong expression in retinal pigment epithelial cells. LRRN4 however has not been previously associated with mesothelioma or the mesothelial lineage. LRRN4 (also known as NLRR4 and C20orf75) is a leucine rich repeat protein that was originally identified as a neuronal protein involved in long term memory formation [44], interestingly in this publication they note strong expression in the lung and ovary, similar to the pattern for mesothelin. Although LRRN4 has not been associated with mesothelioma it has been shown previously to be regulated in response to acute lung injury [45] and in Chronic Obstructive Pulmonary Disease (COPD) [46] suggesting it may play a role in response to lung damage. It is also upregulated in the adipose of Mif knockout mice [47]. MIF (macrophage migration inhibitory factor) is implicated in COPD [48] and is a cytokine involved in maintenance of proinflammatory response in macrophages [49]. It is hypothesized that there is a link between asbestos exposure, chronic inflammation and mesothelioma [50] however whether there is any significance in this link is unclear.

The observation that LRRN4 is highly expressed in the primary mesothelial cells, is lost in 8 of the mesothelioma cell lines and is expressed at lower levels in the remaining 8 lines is of interest. There appears to be no correlation between mesothelioma subtypes (our collection included 7 epitheloid, 8 sarcomatoid and 1 biphasic type cell line). Together these data paint a picture of MSLN as a less lineage specific marker that is upregulated in cancer to promote proliferation and migration of tumor cells [51], while LRRN4 and UPK3B are more specific lineage markers that provide no competitive advantage to the tumor so can be lost during tumor progression. With this in mind it may be of interest to consider whether loss of LRRN4 or UPK3B expression correlates with later stage and poorer prognosis, but is beyond the scope of the current manuscript.

In conclusion, we identified 311 putative markers of the mesothelial lineage including 48 that were found in pleural, pericardial and peritoneal mesothelium (it is yet to be shown whether they are also expressed in the other rare mesothelial populations at the tunica vaginalis and tunica serosa uteri). We go on to demonstrate that polyclonal antibodies against two of these, LRRN4 and UPK3B react with human mesothelioma tissue localised to the plasma membrane. With this in mind we are currently exploring the development of LRRN4 ELISA based assays for detection of mesothelioma antigens in patient body fluids.

## Supporting Information

Figure S1 Extended In-situ hybridization panels for 10 candidate biomarkers and GAPDH control. Shows staining pattern across a panel of tissues (Lung, Heart, Liver, Kidney, Spleen, Intestine, Testis and Thymus).
(PDF)

Figure S2 Peptide sequences used to raise antibodies for LRRN4 and UPK3B.
(PDF)

Table S1 qRTPCR validation. Includes Illumina probeID, Gene symbol, primer sequences and CT values across a panel of tissues.
(XLS)

Table S2 In-situ hybridization probes. Includes Symbol, target and primer sequences.
(XLS)

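For each probe this supplement lists the fold change and the lowest B-statistic of either mesothelium source against the other tissues, the class of the probe, and the fold change and B-statistic between the sources. Of its 460 probes 417 were enriched in at least 1 source here, and 408 were in the class that the supplement gives. These were 45 probes enriched in both sources, 233 enriched only in peritoneal mesothelium and 130 enriched only in pleural and pericardial mesothelium. A further 4 probes moved from both sources to peritoneal only, 4 from peritoneal only to both and 1 from pleural and pericardial only to both. The other 43 probes were not enriched here, and with separate fits of each pair of tissues 208 probes kept their class.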

Table S3 Genes enriched in mesothelium, including B-statistic and fold change.
(XLS)

Table S4 Gene ontology enrichment analysis of mesothelial enriched gene sets.
(XLS)

# Supplementary material for: LRRN4 and UPK3B Are Markers of Primary Mesothelial Cells
**Source:** PLoS One. 2011 Oct 3;6(10):e25391. doi: 10.1371/journal.pone.0025391

Supplementary Figure 1

Upk3b, GAPDH

Upk3b

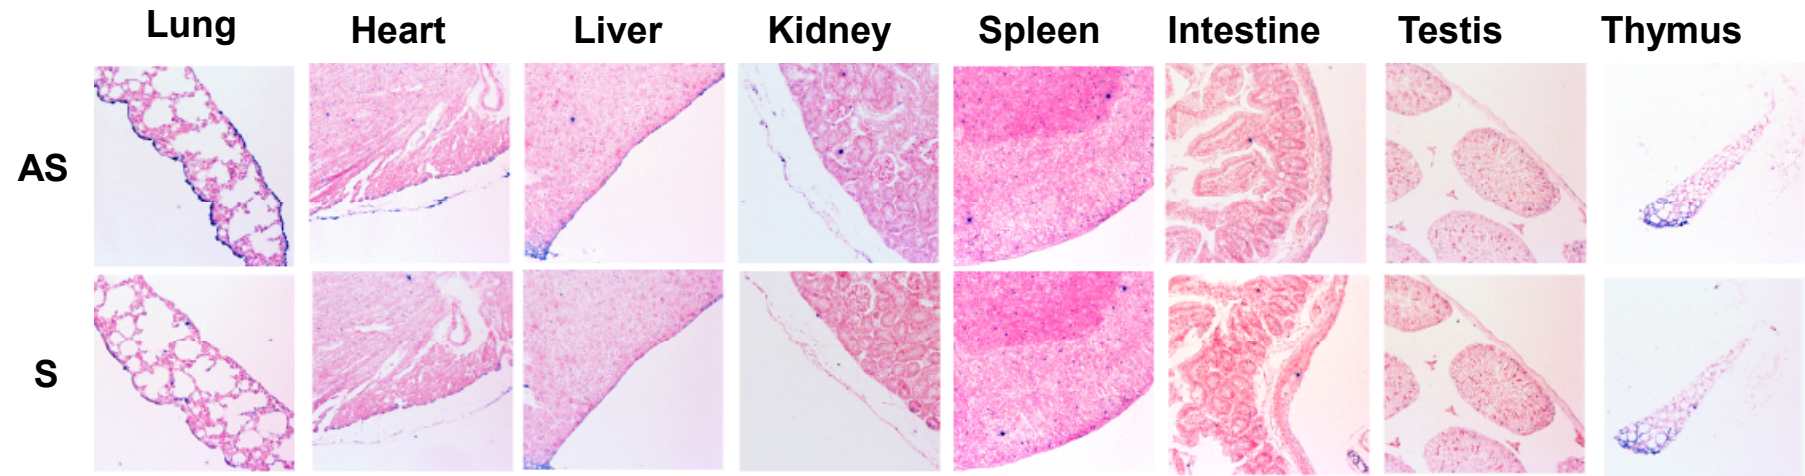

GAPDH

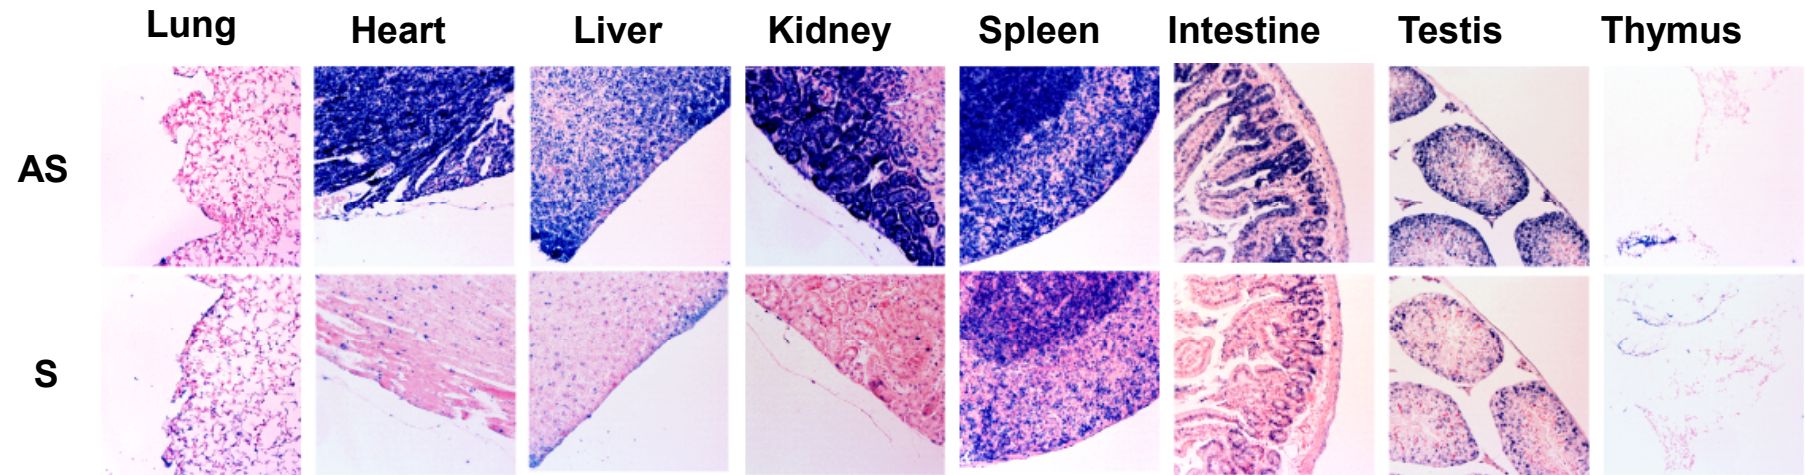

Supplementary Figure 1 (continued)

C030019F02Rik, B430119L13Rik

Nkain4

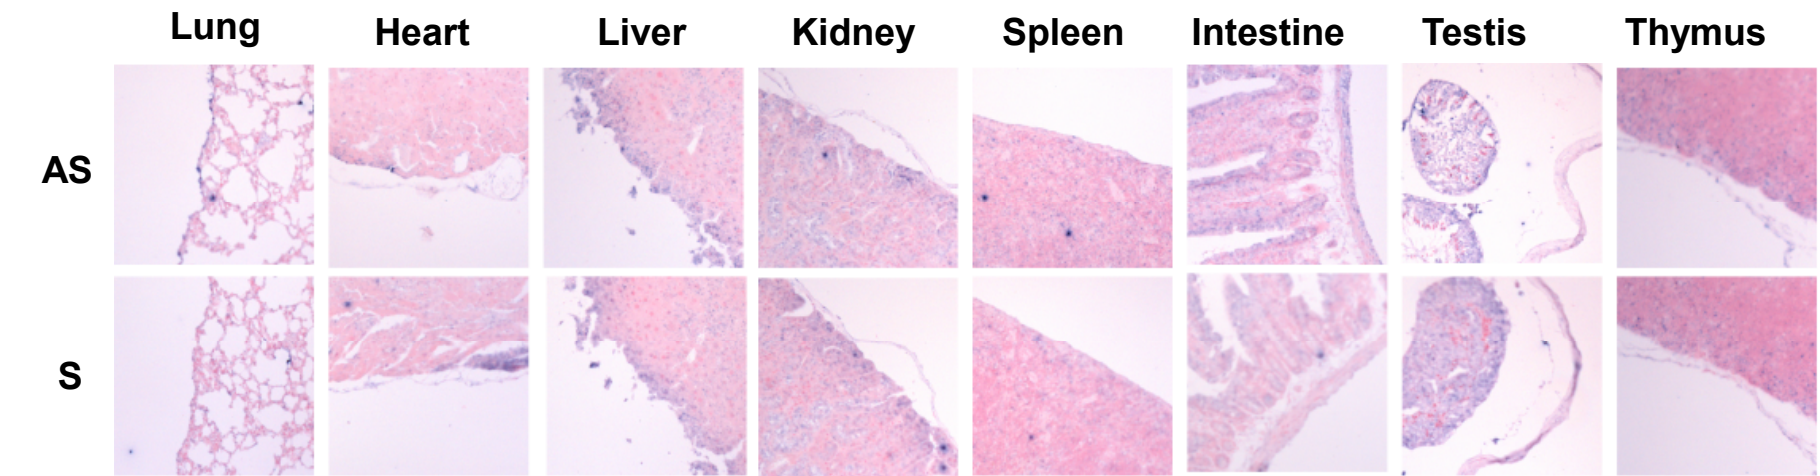

Lrrn4

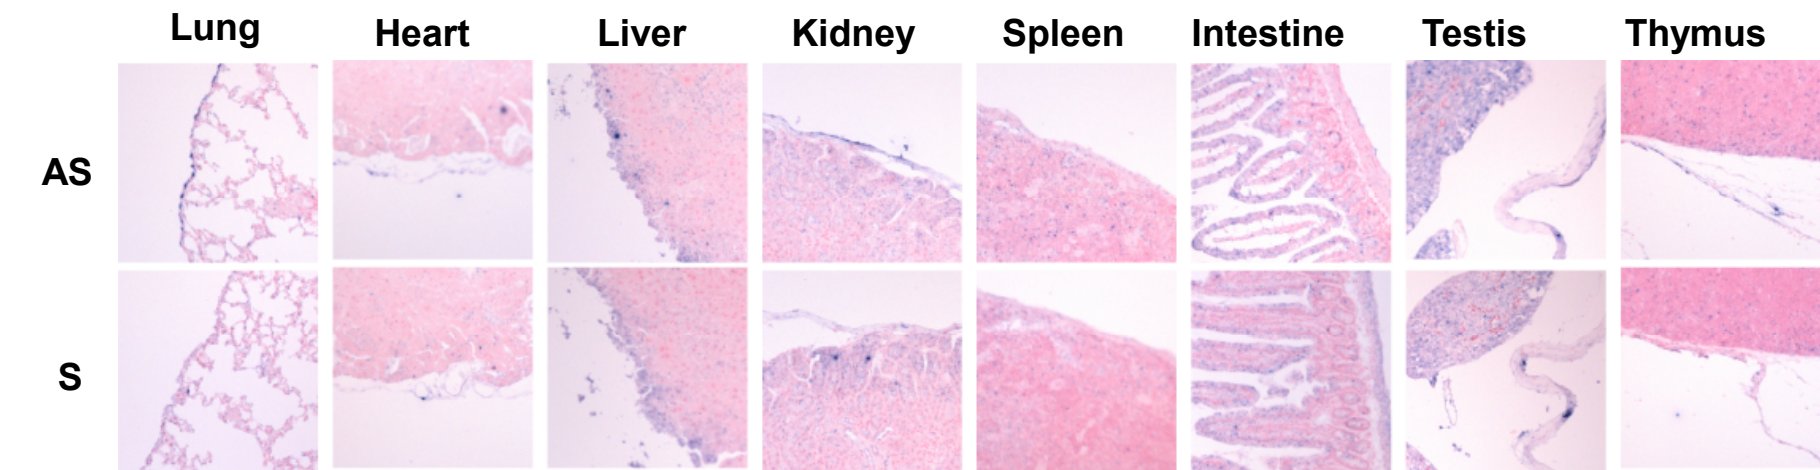

Supplementary Figure 1 (continued)

Msln, Ptgis

Msln

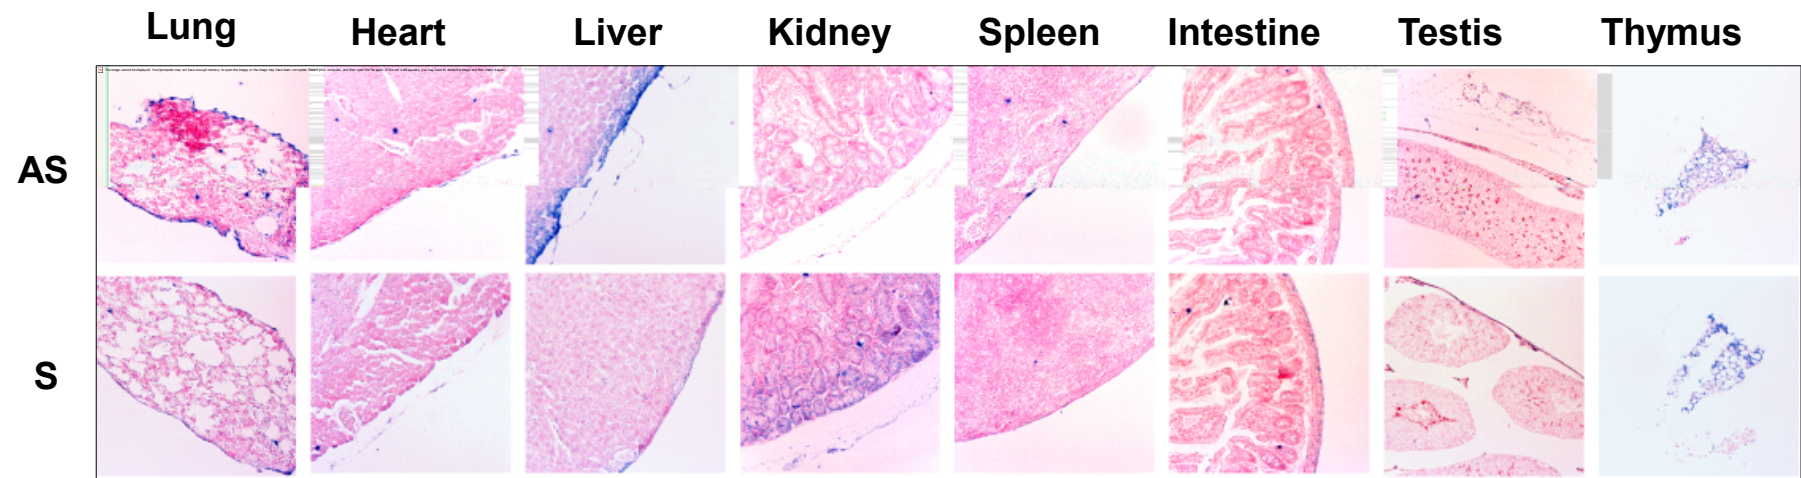

Ptgis

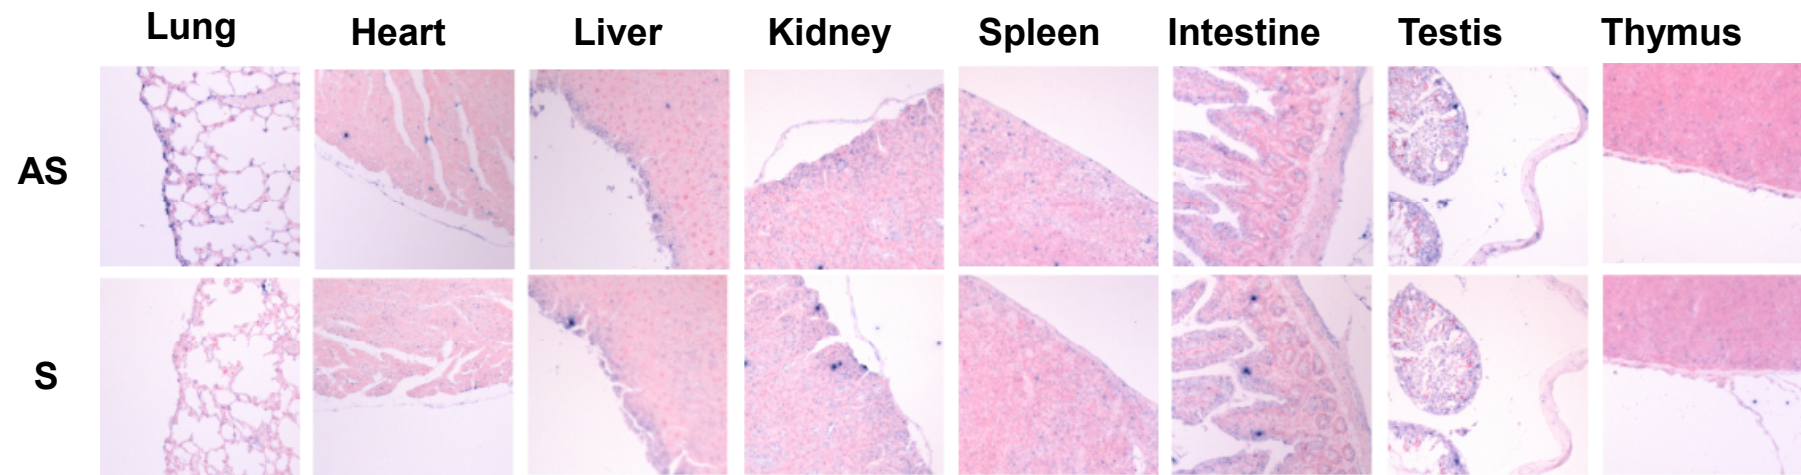

Supplementary Figure 1 (continued)

Igfbp6, Prg4

Igfbp6

Lung   Heart   Liver   Kidney   Spleen   Intestine   Testis   Thymus

AS

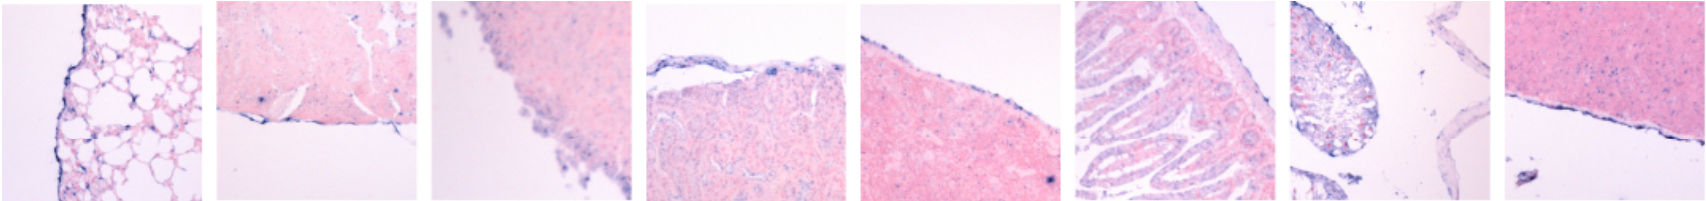

S

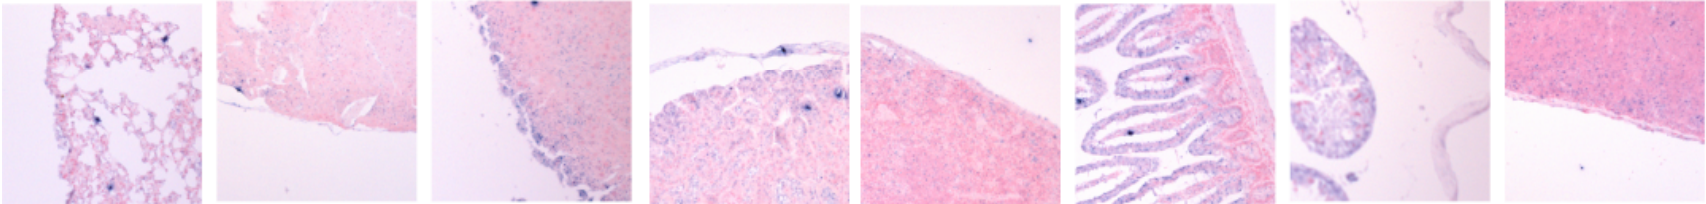

Prg4

Lung   Heart   Liver   Kidney   Spleen   Intestine   Testis   Thymus

AS

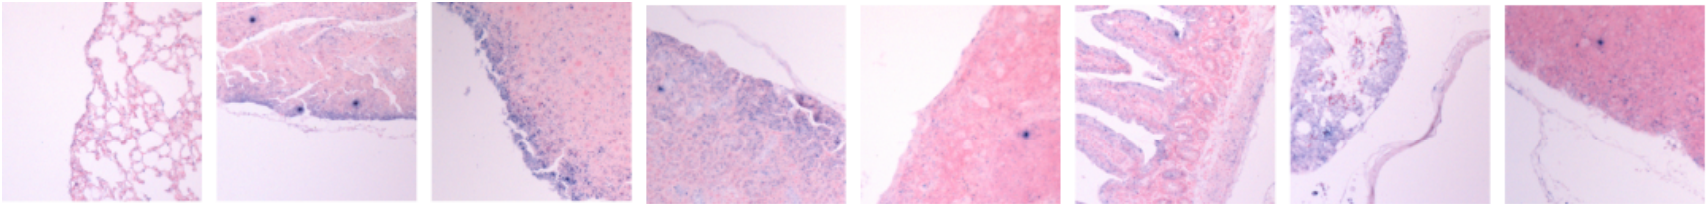

S

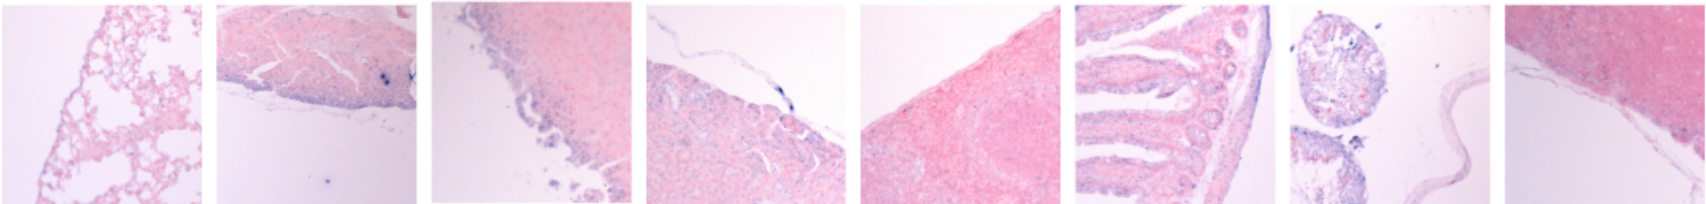

Supplementary Figure 1 (continued)

Wt1, Mmp23

Wt1

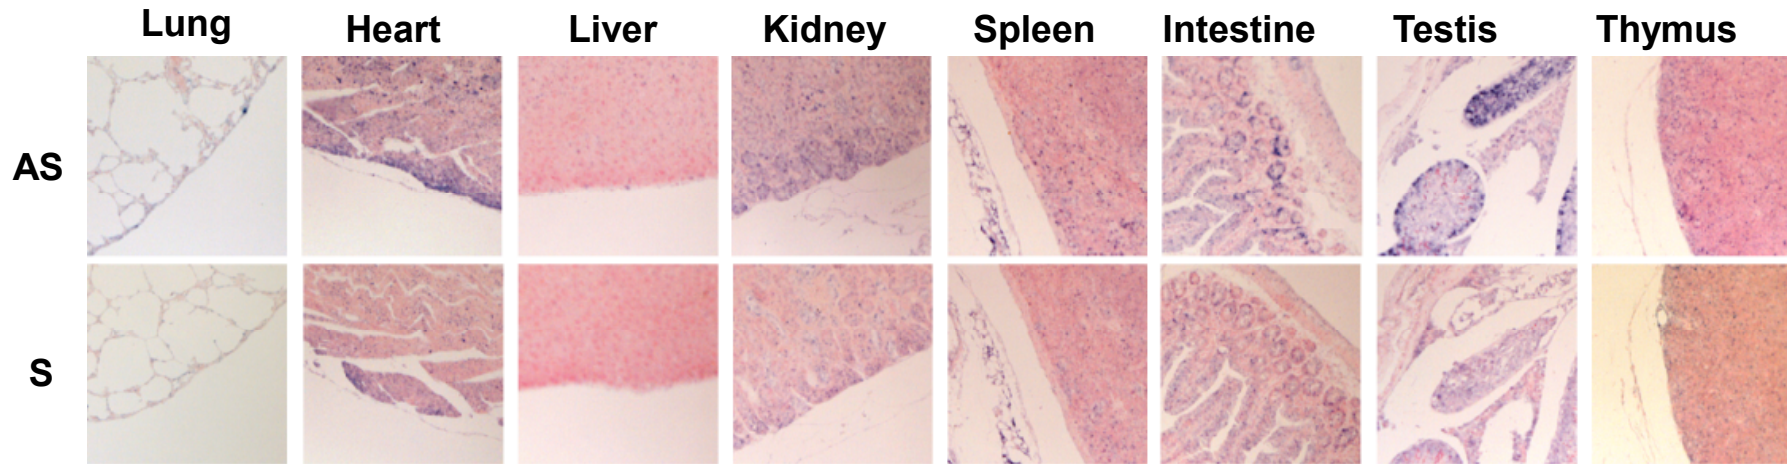

Mmp23

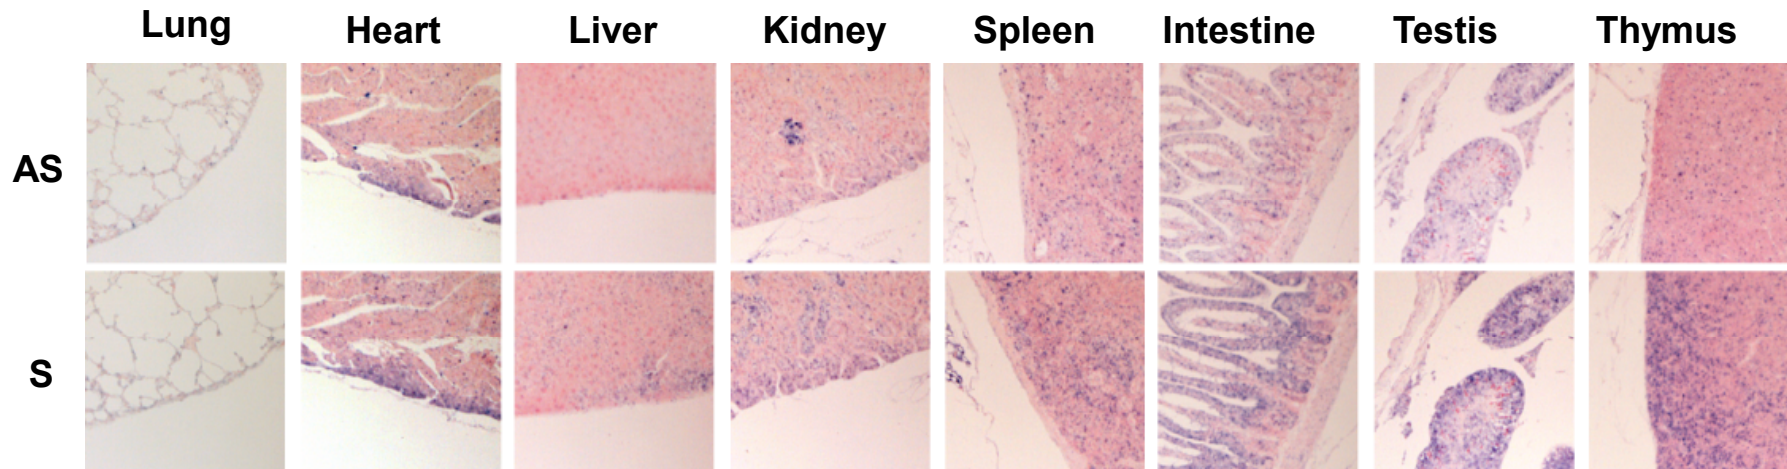

Supplementary Figure 1 (continued)

BC064033, Selp

BC064033

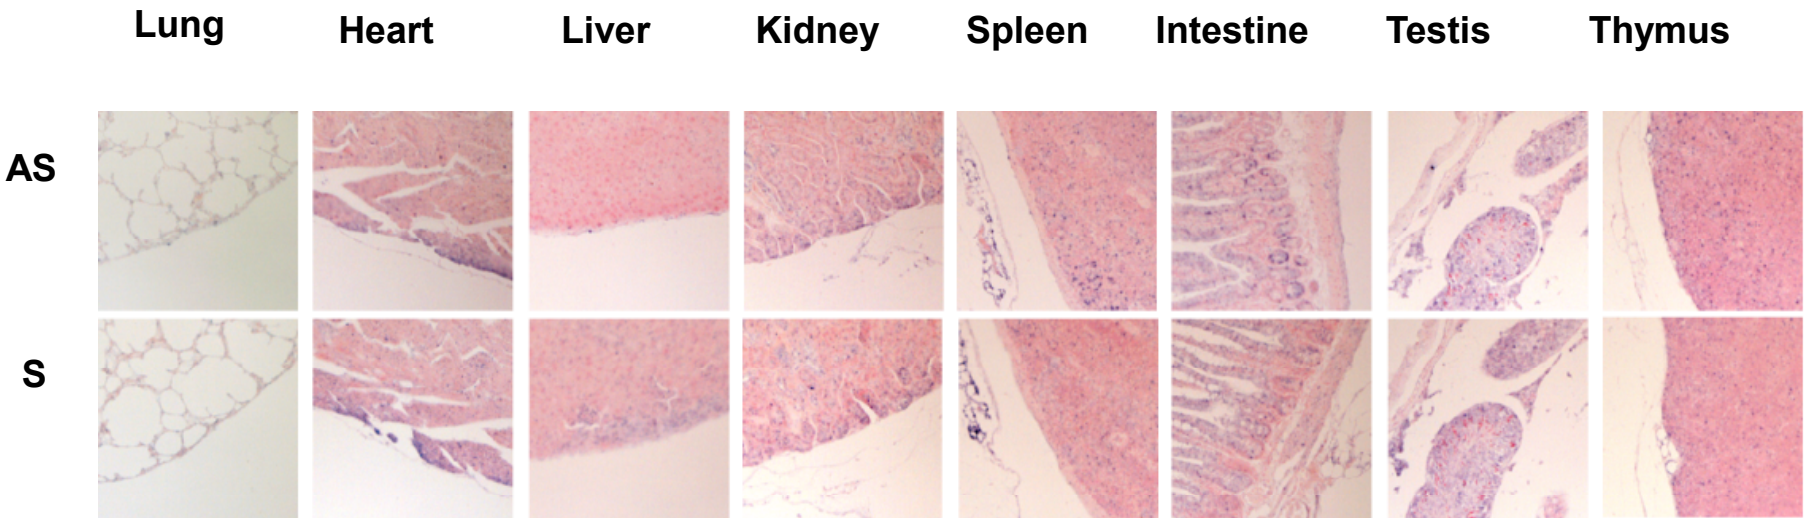

Selp

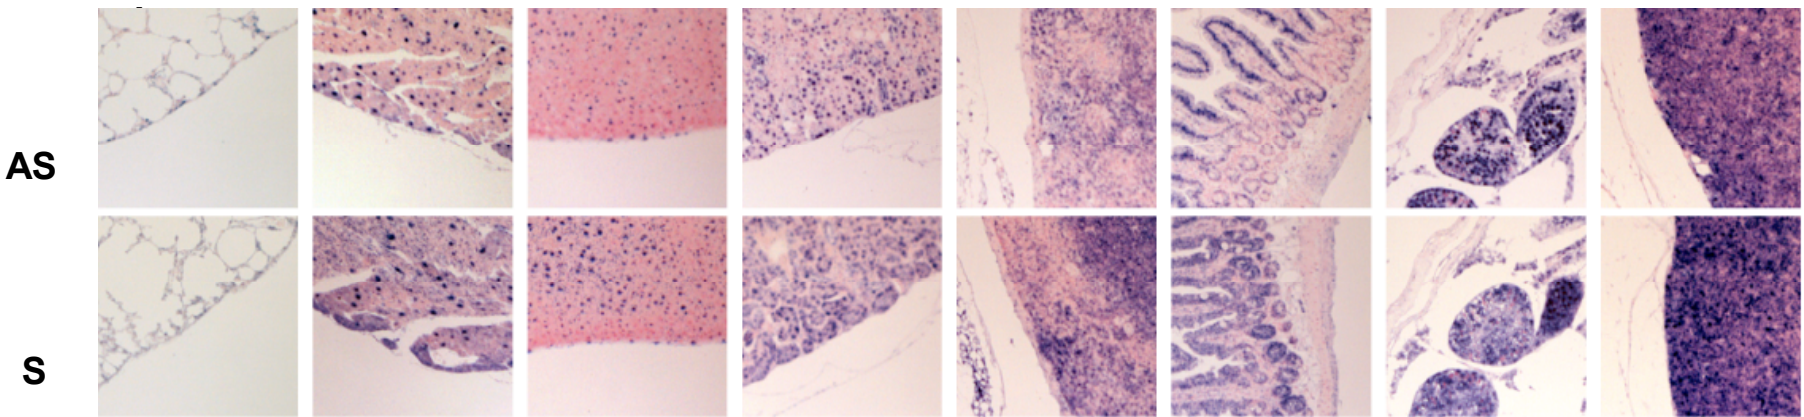

**Supplement:** Figure S1 — Extended In-situ hybridization panels for 10 candidate biomarkers and GAPDH control. Shows staining pattern across a panel of tissues (Lung, Heart, Liver, Kidney, Spleen, Intestine, Testis and Thymus).

# Supplementary material for: LRRN4 and UPK3B Are Markers of Primary Mesothelial Cells
**Source:** PLoS One. 2011 Oct 3;6(10):e25391. doi: 10.1371/journal.pone.0025391
**Supplement:** Figure S2 — Peptide sequences used to raise antibodies for LRRN4 and UPK3B.

Supplementary Figure 2

LRRN4 (NM_152611)

MRQTLPLLLL	TVLRPSWADP	PQEKVPLFRV	TQQGPWGSSG	SNATDSPCEG
LPAADATAALT	LANRNLERLP	GCLPRTLRL	DASHNLLRAL	STSELGHLEQ
LQVLTLRHNR	IAALRWGP	PAGLHTLDLS	YNQLAALLPC	TGPALSSLRA
LALAGNPLRA	LQPRAFACFP	ALQLNLNSCT	ALGRGAQGGI	AEAAFAGEDG
APLVTLEVLD	LSGTFLERVE	SGWIRDLPKL	TSLYLRKMPR	LT **TLEGDIFK**
**MTPNLQQLDC**	QDSPALASVA	THIFQDTPHL	QVLLFQNCNL	SSFPPWTLDS
**18mer**				
SQVLSINLFG	NPLTCSCDLS	WLLTDAKRTV	LSRAADTMCA	PAAGSSGPFS
ASLSLSQLPG	VCQSDQSTTL	GASHPPCFNR	STYAQGTVA	PSAAPATRPA
GDQQSVSKAP	NVGSRTIA **AW**	**PHSDAREGTA**	**PSTTNS** VAGH	SNSSVFPRAA
	**C+18mer**			
STTRTQHRGE	HAPELVLEPD	ISAASTPLAS	KLLGPFPTSW	DRSISSPQPG
QRTHATPQAP	NPSLSEGEIP	VLLLDYSEE	EEGRKEEVGT	PHQDVPCDYH
PCKHLQTPCA	ELQRRWRCRC	PGLSGEDTIP	DPPRLQGVTE	TTDTSALVHW
CAPNSVVHGY	QIRYSAEGWA	GNQSVVGVIY	ATARQHPLYG	LSPGTTYRVC
VLAANRAGLS	QPRSSGWRSP	CAAFTTKPSF	ALLLSGLCAA	SGLLLASTVV
**LSACL** CRRGQ	TLGLQRCPTH	**LVAYKNPAFD**	**DYPLGLQTVS**	
	**C+19mer**			

- * **C20orf75-A : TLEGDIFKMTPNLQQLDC (18mer)**
- * **C20orf75-B : C+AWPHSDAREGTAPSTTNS (19mer)**
- * **C20orf75-C : C+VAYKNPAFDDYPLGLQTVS (20mer)**

Supplementary Figure 2 (continued)

1.UPK3B isoform a (NM_030570).gnu
2.UPK3B isoform b (NM_182684).gnu
3.UPK3B isoform c (NM_182683).gnu

1:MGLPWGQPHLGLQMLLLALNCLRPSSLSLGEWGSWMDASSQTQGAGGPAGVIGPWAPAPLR 60

1:-----MGLPW 5

1:-----MGLPW 5

.....

61:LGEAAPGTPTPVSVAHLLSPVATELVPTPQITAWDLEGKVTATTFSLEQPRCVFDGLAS 120

6 :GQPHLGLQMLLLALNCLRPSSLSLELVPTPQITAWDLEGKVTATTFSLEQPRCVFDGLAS 65

6 :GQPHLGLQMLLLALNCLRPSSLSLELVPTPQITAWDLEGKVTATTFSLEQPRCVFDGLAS 65

.....*.....*****

121:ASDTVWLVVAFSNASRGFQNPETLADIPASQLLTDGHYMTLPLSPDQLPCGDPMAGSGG 180

66 :ASDTVWLVVAF**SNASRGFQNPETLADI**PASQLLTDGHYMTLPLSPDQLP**CGDPMAGSGG** 125

66 :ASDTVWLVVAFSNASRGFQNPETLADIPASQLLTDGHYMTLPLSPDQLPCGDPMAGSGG 125

*****

C+16mer

20mer

181:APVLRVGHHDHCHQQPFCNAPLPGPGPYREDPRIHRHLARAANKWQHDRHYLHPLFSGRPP 240

126 :**APVLRVGHHDH**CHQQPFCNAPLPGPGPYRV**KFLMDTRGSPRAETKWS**DPITLHQGKTPG 185

126 :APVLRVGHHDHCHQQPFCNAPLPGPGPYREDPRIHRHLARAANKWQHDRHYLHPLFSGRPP 185

*****.....*

C+18mer

241:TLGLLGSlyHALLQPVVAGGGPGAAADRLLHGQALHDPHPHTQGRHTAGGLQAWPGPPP 300

186 :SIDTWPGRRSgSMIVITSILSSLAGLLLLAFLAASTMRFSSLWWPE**EAPEQLRIGSFMGK** 245

186 :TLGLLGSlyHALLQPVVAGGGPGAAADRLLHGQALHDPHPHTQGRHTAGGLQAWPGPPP 245

.....*.....*

C+18mer

301:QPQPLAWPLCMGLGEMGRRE-----

320

246 :**RYMT**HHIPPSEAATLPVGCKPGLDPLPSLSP

276

246 :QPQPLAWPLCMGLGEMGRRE-----

265

.....*.....

* **UPK3B-A : C+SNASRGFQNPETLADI (17mer)**

* **UPK3B-B : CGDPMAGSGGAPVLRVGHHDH (20mer)**

* **UPK3Bb-A : C+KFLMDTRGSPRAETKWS (19mer)**

* **UPK3Bb-B : C+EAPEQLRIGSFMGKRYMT (19mer)**

How the deposited data were processed for this re-analysis (not part of the article)

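RNA of 8 tissues of male C57BL/6 mice was measured with 3 arrays each, 24 arrays in all: peritoneal mesothelium, pooled pleural and pericardial mesothelium, adipose, bladder, heart, liver, lung and skeletal muscle. The deposited sample labels name the tissue and the replicate of each array. The paper states that the mesothelial tissue came from 200 mice and that pleural and pericardial mesothelium were combined. Its text does not say whether the 3 arrays of a tissue hold separate RNA samples, so the replicates may be technical.

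The authors deposited 2 tables of values for 46120 probes. The first holds the signal intensity of each probe from BeadStudio, not normalized between arrays and with background already subtracted, and a detection score. The score rises with the signal, and is 1 minus a detection p although its heading calls it a p-value. The second holds the authors' signal intensity after quantile normalization with Lumi, on a linear scale with the same distribution on every array and a median of 14.8. Within each array the ranks of the authors' values and of the values computed here had a Spearman correlation of 1. The scores imply 1616 negative-control probes. Gene names were taken only from Tables S1 and S3 and, for immunoglobulin and T cell receptor genes, from the probe identifiers, so that 350 of the 46120 probes carry a gene name here. Of the 152 probes enriched only in pleural and pericardial mesothelium 104 are immunoglobulin probes by identifier, and 115 by identifier or by the description in Table S3.

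The paper's methods name quantile normalization and B-statistics, comparison of each mesothelium source with each other tissue, a B-statistic above 0 and a difference of at least 2 fold, and they name no background step. Since 36.0% of the signals were at or below 0, the normexp steps of limma's neqc with an offset of 16 came first, with the negative controls inferred from the detection scores. The scores of 10 probes are averages that do not fall on the steps of the other scores. With these rows the inferred SD of the negative controls was 159 to 789, and without them 14.1 to 43.0. The rows were left out of this inference only, a choice made after the first counts had been seen, and the counts with them are given among the alternatives. After quantile normalization of the log2 signals, limma 3.58.1 in R 4.3.3 was fitted with 1 mean per tissue over the 24 arrays, with an assumed share of changed probes of 0.01. A probe was enriched in a source where it had a B-statistic above 0 and a mean at least 2 times higher in all 6 comparisons. The sources were also compared with each other in the same fit. Adjusted p-values are Benjamini-Hochberg values over all probes of 1 comparison. Sets of probes were tested with limma's camera at a correlation of 0.01 and again with an estimated one.

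A probe was detected on an array where 1 minus its score was under 0.01. The number of detected probes ran from 8862 on a liver array to 13441 on an array of pleural and pericardial mesothelium. A fold over a tissue with no array detected is a lower bound, computed with that tissue at the lowest normalized signal of a detected probe on each of its arrays. No fold is given where that value is under 1 or where both tissues are below background. On simulated data with 50 changed probes per fold, 82% of probes changed 3 fold were called, 88% at 4 fold, 94% at 8 fold and 100% at 16 fold, and 0 of 45920 unchanged probes were called. With separate fits of each pair of tissues 64% were called at 3 fold. In the direct comparison of the sources 84% were called at 3 fold, and so were 3 unchanged probes. The median estimated log2 difference was 3.97 at 16 fold, so the simulated changes were not reduced by the added offset. These rates therefore do not carry over to dim probes, whose folds the offset makes smaller. They also need not hold where arrays with the same replicate number vary together. The simulated count of unchanged probes called is no measure of false calls in the real data.

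The replicate numbers were checked for pairing. Deviations from the tissue mean correlated at 0.60, 0.59 and 0.63 between arrays of peritoneal and of pleural and pericardial mesothelium with the same number, and at -0.41 to -0.16 between different numbers. A block for the replicate number was therefore run as an alternative. The block was kept out of the main analysis because the paper's methods name none. Arrays with the same number also correlated above 0.1 for every number in 3 of 12 comparisons of the mesothelium with other tissues, at 0.20, 0.29 and 0.35 for peritoneal mesothelium with liver and 0.28, 0.38 and 0.39 for pleural and pericardial mesothelium with liver.

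The genes named in the text are those that the paper's Results name from the arrays, the 10 candidates taken to in-situ hybridization with every probe of Table S3 that carries them, the 10 probes of each class with the largest smallest fold among those with every mesothelium array above every array of the 6 tissues, and members of the gene lists with the largest change. Of the 10 probes enriched only in pleural and pericardial mesothelium that this rule gives, 4 are immunoglobulin by description. Values in Tables S1 and S3 had been seen when the rule was written. The organ genes Zg16, Spink3, Clps, Reg3b and Muc2 come from the lists, and Svs5 falls under both parts. The model, the thresholds, the rule for named genes, the lists and the first set of alternatives were fixed before the data were examined. Some members of the lists had, however, been seen in Table S3, which comes from these arrays. Leaving the 10 averaged rows out of the inference was not, and keeping them in is the step as first planned. Other offsets and another estimate of the negative controls were also tried while this was decided. Alternatives chosen after seeing the data were immunoglobulin and T cell receptor probes left out, and peritoneal replicates 1 and 2 left out together. Those of the first set were a shift of each array to a minimum of 1, median centring, the authors' processed values, separate fits of each pair of tissues, an adjusted p under 0.05 in place of the B-statistic, a fold on linear means, only probes detected on all 3 arrays of a tissue, the replicate block and leaving out each array.

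Of 23 gene lists none had 80% of its genes named here, the highest share being 59.1%, so camera was run on none of them. Only counts are given, apart from Fisher's exact test of the matrix list. Sets of tissue probes were formed from probes more than 10-fold higher in 1 of the 6 other tissues than in each of the remaining 5 and detected on all its arrays. The CT values were read from Table S1, and the correlations used 100000 permutations. The qRT-PCR, in-situ hybridization, immunostaining and human cell experiments were not analysed here.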

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

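The tests of RNA from other organs, of replicate 3, of lymphoid cells, of the threshold and of tissue shares were chosen only after the results were seen, and the regroupings of the arrays were planned. The direct comparison of the sources gave 745 probes higher in peritoneal and 551 higher in pleural and pericardial mesothelium. Of the 10 splits of the 6 mesothelium arrays into groups of 3, only the real 1 gave counts as large, the highest count of another split being 51, and 10 splits are too few for a share under 0.05. The other 3 splits that part all 3 pairs of replicate numbers gave 0 probes in either direction, and the remaining splits, which part 1 pair, gave up to 51. For the enriched probes, 100 groupings of the 24 arrays were run, and only the real 1 gave counts as large as 319 for peritoneal mesothelium, 202 for pleural and pericardial mesothelium, 50 for both and 471 for at least 1 source. The highest counts of another grouping were 3, 68, 0 and 68. These groupings mix arrays of different tissues, so they show only that the tissues differ. They cannot exclude chance in the enrichment of mesothelium, as the 3 arrays of a tissue may be technical replicates. Of the 112 named probes 93 differed between the sources at an adjusted p under 0.05 from limma.

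The first pattern is the spread of α-defensin, intestinal and pancreatic genes between the peritoneal arrays. Their 22 probes had a median log2 range of 3.27 over the 3 arrays (1.15 to 5.42), against 0.53 for the other 297 probes enriched in peritoneal mesothelium, whose 95th percentile was 1.21 and was exceeded by 21 of the 22. In replicate 3 these probes deviated from the mean of replicates 1 and 2 by a median of -2.75 (quartiles -3.05 and -2.51). The 14 probes of mesothelial markers deviated by a median of 0.11 (-0.45 to 1.92). These values argue against a fall of mesothelial RNA along with that of the organ genes in replicate 3. A larger share of mesothelium there is not excluded, since the test asked only whether the markers fell too. RNA of intestine and pancreas in different amounts per sample is a candidate explanation, with Defa6 at 12.48 ± 1.54 (SD, n = 3), though all of these genes were picked by the study from these arrays in Table S3. A difference in defensin expression by cells of the peritoneal mesothelium stays open as an untested biological explanation.

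The second pattern is the lymphoid signal in pleural and pericardial mesothelium, where the 300 immunoglobulin probes had a median log2 difference of -1.14 between the sources and 8 of 22 T cell receptor beta probes, which the paper does not discuss, were higher. The array with the highest median of 4 thymus probes (replicate 1, at 9.51) had an immunoglobulin median of 6.26, below the 6.79 of replicate 3, but 3 arrays are too few to decide whether B and plasma cells alone account for the signal. RNA of thymus or other tissue with T cells may be present and is left open: the T cell receptor beta probes were higher as a set (limma's camera with an estimated correlation, unadjusted p = 0.0216), yet this set was chosen after its 8 probes had been seen, and all 52 T cell receptor probes gave an adjusted p of 0.073. Tbata lay at 10.28 ± 1.12 (SD, n = 3). Its CT in Table S1 was 18.2 in thymus, 23.9 in pleural and pericardial mesothelium and 31.9 in peritoneal mesothelium, where a lower CT is a higher level. Of the 21 alpha chain and 8 gamma chain probes 0 differed at an adjusted p under 0.05 from limma. However, 0 of them were detected on all 3 arrays of either source, so they cannot count against T cells. Lymphoid cells that belong to the pleural or pericardial mesothelium stay open as an untested biological explanation.

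The third pattern is the larger number of probes enriched in peritoneal mesothelium. Of the probes enriched only in peritoneal mesothelium 91.8% differed between the sources at an adjusted p under 0.05 from limma, but these probes were chosen for passing in 1 source only, so probes that just miss the threshold in the other stay open, and 169 of the 269 had a pleural and pericardial mean above all 6 tissues. A smaller share of mesothelium in the pleural and pericardial samples stays open too, since 44 of the 50 probes enriched in both sources had the higher mean in peritoneal mesothelium. The heart probes had a median log2 difference of -1.60 (quartiles -4.04 and -0.63), with 28 of 40 higher in pleural and pericardial mesothelium. The adipose probes had a median of 0.05 (quartiles -0.21 and 0.62), with 2 probes higher in each source. These medians lie no farther apart than the quartiles of the heart probes, so this comparison alone could not decide. Of the liver probes, however, 93 were higher in peritoneal and 5 in pleural and pericardial mesothelium (median 0.33, quartiles 0.02 and 0.87). The level of this set was 5.90, 5.93 and 5.34 on the 3 peritoneal arrays. It was 5.24, 5.32 and 5.27 on those of pleural and pericardial mesothelium, so the excess lies mainly on peritoneal replicates 1 and 2. These levels lie under the lowest signal of a detected probe. As a set the liver probes were not higher in the pleural and pericardial samples, unlike the heart probes. With 2 arrays behind the excess and such dim signals, more of all other tissues alike in these samples stays undecided. More heart tissue in the pleural and pericardial sample may account for heart probes, and a difference between the locations stays open as an untested biological explanation.

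Of the enriched probes 54 are not in Table S3, 32 of them enriched in peritoneal and 22 in pleural and pericardial mesothelium, and 15 are immunoglobulin probes.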

How the results depend on the processing

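The settings without immunoglobulin and T cell receptor probes and without peritoneal replicates 1 and 2 were chosen only after the results were seen. Keeping the 10 averaged rows in is the step as first planned, and the main setting left them out after the first counts had been seen. With the averaged rows kept in, the counts were 172 for peritoneal mesothelium, 112 for pleural and pericardial mesothelium, 17 for both, 267 for at least 1 source, and 365 and 253 for the direct comparison, and 163 probes kept the class of Table S3 in place of 408. Separate fits of each pair of tissues gave 197, 80, 24 and 253 for the first 4 counts and 208 probes in the class of Table S3, and the cause was not tested for either setting. Without the probes whose identifiers name immunoglobulin or T cell receptor genes 98 probes were enriched in pleural and pericardial mesothelium, since these probes make up the rest. Probes that are immunoglobulin only by description stay among the 98. Without peritoneal replicates 1 and 2 the direct comparison gave 487 and 317 probes, where the lone peritoneal array is assumed to vary like the other groups. The matrix list had p = 0.0181 by Fisher's exact test over genes with a detected probe and 0.062 over all named genes, because the detection filter leaves out Fbn1, the only gene of the list outside the class, so that 11 of 11 remain. Under every other setting run, these counts stayed within 1.5 times. Leaving out 1 array at a time gave 268 to 329 probes for peritoneal mesothelium, 168 to 210 for pleural and pericardial mesothelium, 42 to 58 for both, 417 to 483 for at least 1 source, 623 to 764 and 428 to 811 for the direct comparison and 375 to 401 in the class of Table S3. Peritoneal mesothelium had 57.5% of the direct calls, with 49.4% in separate fits and 48.5% without adipose replicate 1, and 52.6% to 65.0% under all other settings. Spearman's rho across the candidates was 0.774 to 0.828. The median log2 difference of the immunoglobulin probes was -1.14, with -0.12 for the averaged rows kept in, -3.80 over detected probes and -1.85 with the authors' values. Of 135 calls of named probes 55 were kept under every setting and 0 changed sign. Separate fits ended 62 of them, the averaged rows 54, peritoneal replicates 1 and 2 left out 15, the shift 14, median centring 3, the authors' values 3, and leaving out some array 29. The replicate block gave 331, 204, 53 and 482 enriched probes and 757 and 549 in the direct comparison. It ended the call of Reg3b, added pleural and pericardial calls for Disp1 and Fbln2, and moved the direct adjusted p of Cd34 from 0.0622 to 0.032, of Pcolce from 0.0633 to 0.0496 and of Wnt6 from 0.0469 to 0.0597. It changed no other named call. For the 6 other tissues, arrays with the same number correlated above 0.1 for every number in 3 of 12 comparisons. A block for the chip was not run, since the files name no chip, and neither were probe means or list medians, since camera was run on no gene list. Low signal limits the folds, with 55 of 104 for the immunoglobulin probes and 14 of 15 for the α-defensins given as bounds.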

Differences from the paper's values

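The tests of Table S3 against its own text were chosen only after the results were seen. Of 240 measures compared with the paper 7 differed, and all 7 are folds that are lower here. A measured fold had to be more than 1.5 times away, and mostly also beyond the spread of the arrays. The 240 include 99 lower bounds, which could differ only by exceeding the paper's value and so could not show a lower fold. The count of 7 therefore understates how far the folds here lie under the paper's. All 133 measured folds lie under those of the paper, as do all 232 folds with bounds counted in. The offset added to every signal here makes folds smaller, and the bounds rest on the detection limit. Lower folds here are therefore no sign that the paper's folds are too high. With the authors' processed values 1 of the 133 measured folds differed. How much of the gap comes from the offset was not tested. The paper's highest fold of the immunoglobulin probes is 76 and the value here is 18.4. Of the alternatives set before the data were examined, this value came within 1.5 times of the paper's, or within the spread, only without pleural and pericardial replicate 3 and without heart replicate 1, and did not under the others. In Table S3 the highest pleural and pericardial fold of its 105 immunoglobulin probes is 36.5, and the highest of any probe is 76.5, for Tbata (both are the paper's values).

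The other 6 are folds between the sources. The heading of this column in Table S3 names pleural before peritoneal, while its values are above 1 for probes that are higher in peritoneal mesothelium, such as the Upk3b probe scl27122.6_208-S, so they were read as peritoneal over pleural and pericardial and inverted for probes that are higher in the latter. None of the 6 differed with the authors' processed values. For Cdh3 (probe scl0012560.2_1-S) Table S3 has 6.28 and the value here is 3.76, which also differed no longer without pleural and pericardial replicate 1. For Zg16 Table S3 has 42.2 and the value here is 21.2, which differed no longer without peritoneal replicate 3 or without pleural and pericardial replicate 1. For Igh-V11 Table S3 has 75.6 and the value here is 33.9, and for probe GI_38095651-S these are 35.7 and 18.2, which differed no longer without peritoneal replicate 3 for the first and without peritoneal replicate 1 for the second. For 2810417H13Rik Table S3 has 7.22 and the value here is 4.45, and for Tnfrsf17 these are 9.03 and 5.57. Both differed no longer with median centring, without pleural and pericardial replicate 2, or without peritoneal replicate 3 for the first and replicate 1 for the second. Under all other alternatives set before the data were examined these folds differed.

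With the authors' processed values 460 probes were enriched in at least 1 source, and all 460 were in the class that Table S3 gives. That setting also calls the 43 probes of Table S3 that were not enriched here, among them a probe of Cdh3 (scl33383.18_43-S) and the Fbn1 probe, and 1 of the 133 measured folds differs under it. Fam180a was enriched in both sources here and is in the paper's peritoneal list, where the authors' processed values place it too. Table S1 places the Upk3b probe scl00100647.2_230-S in both sources, while Table S3 and the values here place it in peritoneal mesothelium only.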

Other observations

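The comparison of tissue probe sets was chosen only after the results were seen. Of 24 proliferation genes 4 could be followed by name, and all 4 were enriched only in pleural and pericardial mesothelium, and 3 were higher there than in peritoneal mesothelium by at least 2 fold at an adjusted p under 0.05 from limma, although these genes were chosen by the study on the same arrays and no test of the list was run. Separate fits of each pair of tissues ended the calls of all 4 (Uhrf1, Kif22, 2810417H13Rik and Aurkb), and a shift of each array to a minimum of 1 ended those of Kif22 and Aurkb. Uhrf1, a factor of DNA methylation maintenance, was 3.89-fold higher in pleural and pericardial mesothelium (10.47 ± 0.74, SD, n = 3) than in adipose, and its call ended without pleural and pericardial replicate 1 (B = -1.45), adipose replicate 1 (B = -1.33) or lung replicate 3 (B = -0.46). The call of Kif22 ended without pleural and pericardial replicate 1 (B = -1.08), adipose replicate 1 (B = -1.13) or adipose replicate 3 (B = -0.69), and that of 2810417H13Rik without adipose replicate 1 (B = -0.24). On the 3 arrays of pleural and pericardial mesothelium Uhrf1 lay at 11.29, 9.85 and 10.26, 2810417H13Rik at 8.85, 7.64 and 8.04, Kif22 at 7.49, 6.76 and 6.99 and Aurkb at 7.36, 6.54 and 6.44, and the thymus genes Rag1 and Tbata at 10.23, 7.75 and 8.46 and at 11.31, 9.09 and 10.45, so that these 6 were highest on replicate 1. The thymus gene Dntt went the other way, as its smallest log2 difference of 1.82 fell to 1.32 without replicate 3 and to 1.55 without replicate 1. That of Prss16, also a thymus gene, fell from 1.69 to 1.08 without replicate 1. The complement gene C2 was 4.03-fold higher in peritoneal mesothelium (14.49 ± 0.28, SD, n = 3) than in adipose.

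Probes of the other tissues differed between the sources. Of 122 skeletal muscle probes 27 were higher in pleural and pericardial and 2 in peritoneal mesothelium at an adjusted p under 0.05 from limma (median log2 difference -0.51). Of 437 liver probes 93 were higher in peritoneal and 5 in pleural and pericardial mesothelium (median 0.33). Their level on peritoneal replicate 3 (5.34) was near that on the arrays of pleural and pericardial mesothelium (5.24 to 5.32). In the median over the adipose probes the signal in peritoneal mesothelium was 30.5% of that in adipose and the signal in pleural and pericardial mesothelium 30.0%, and over the heart probes these were 2.86% and 7.66% of that in heart. Of the 40 heart probes 4 were detected on all 3 peritoneal arrays and 23 on all 3 arrays of pleural and pericardial mesothelium. The 2.86% is therefore mostly background with the added offset, and no measure of heart RNA. In Table S1 the CT values of heart and liver are identical for 10 of the 36 candidates.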
